# Distinct roles of Fto and Mettl3 in controlling development of the cerebral cortex through transcriptional and translational regulations

**DOI:** 10.1038/s41419-021-03992-2

**Published:** 2021-07-14

**Authors:** Kunzhao Du, Zhen Zhang, Zhiwei Zeng, Jinling Tang, Trevor Lee, Tao Sun

**Keywords:** Developmental neurogenesis, Transcriptomics, Neural progenitors

## Abstract

Proper development of the mammalian cerebral cortex relies on precise gene expression regulation, which is controlled by genetic, epigenetic, and epitranscriptomic factors. Here we generate RNA demethylase *Fto* and methyltransferase *Mettl3* cortical-specific conditional knockout mice, and detect severe brain defects caused by *Mettl3* deletion but not *Fto* knockout. Transcriptomic profiles using RNA sequencing indicate that knockout of *Mettl3* causes a more dramatic alteration on gene transcription than that of *Fto*. Interestingly, we conduct ribosome profiling sequencing, and find that knockout of *Mettl3* leads to a more severe disruption of translational regulation of mRNAs than deletion of *Fto* and results in altered translation of crucial genes in cortical radial glial cells and intermediate progenitors. Moreover, Mettl3 deletion causes elevated translation of a significant number of mRNAs, in particular major components in m^6^A methylation. Our findings indicate distinct functions of Mettl3 and Fto in brain development, and uncover a profound role of Mettl3 in regulating translation of major mRNAs that control proper cortical development.

## Introduction

The mammalian cerebral cortex plays a central role in controlling a range of behaviors such as perception, movement, cognition, memory, and emotion [1–4]. The cortex consists of diverse cell types and forms a well-organized inside-out laminar architecture, which is achieved through tight gene expression regulations during embryonic and postnatal development [5–7]. Neural progenitors reside in the ventricular zone (VZ) and subventricular zone (SVZ) proliferate and give rise to projection neurons, which migrate to the cortical plate (CP) and form six layers structure [7–12]. Altered production of neural progenitors and newborn neurons is associated with brain malformations and dysfunctions [13]. Numerous studies have demonstrated crucial roles of genetic and epigenetic factors in regulating proper cortical development [14–18]. Moreover, epitranscriptomic regulation in brain development and function also has drawn attention, in particular N^6^-methyladenosine (m^6^A) modification [19–21].

As the most important form of RNA methylation, m^6^A modification plays a vital role in regulating gene expression, protein translation, and cell behaviors [22–26]. m^6^A modification is exceled through a coordination of three types of enzymes: (i) methyltransferase complex, also called “writers,” for example Mettl3, Mettl14, and Wtap, is responsible for methylation of RNA transcripts at an appropriate site; (ii) m^6^A-binding proteins, called “readers,” recognize m^6^A sites in RNAs to promote RNA maturation and translation; (iii) demethylases, named “erasers,” for instance Fto and Alkbh5, are responsible for removing m^6^A modification from RNAs [21, 27, 28]. Tight regulations of methyltransferase and demethylase are crucial for brain development [19, 27–31]. Although m^6^A modification does not change nucleic acid base pairing, its dysregulation alters essential biological processes, and is associated with various diseases such as neurological disorders and cancers [32–36]. Moreover, mechanistic studies have shown that methyltransferase is involved in transcriptional and translational regulations of downstream genes [24, 35, 37–39]. How methyltransferase and demethylase regulate expression of downstream genes during brain development remains unclear.

To distinguish biological functions of Fto and Mettl3 in brain development, we individually created *Fto* and *Mettl3* cortical-specific conditional knockout mice. Knockout of *Mettl3* causes more severe cortical defects than deletion of *Fto*. RNA sequencing (RNA-seq) and ribosome profiling sequencing (Ribo-seq) uncover that both Mettl3 and Fto regulate gene expression at transcriptional and translational levels. Interestingly, deletion of *Mettl3* has a more severe impact on proper ribosome distribution than knockout of *Fto*, causes elevated translation of a significant number of mRNAs, and leads to a more severe disruption of biological functions of mRNAs at the translational level. Our study provides new evidence of translational regulations of Mettl3, and demonstrates distinct roles of *Mettl3* and *Fto* in cortical development.

## Results

### Cortical-specific deletion of *Fto* has mild effects on brain development

As an m^6^A demethylase, whether Fto is required for proper development of the cerebral cortex remains unknown. To investigate the role of Fto in cortical development, we constructed *Fto* conditional knockout mice, referred as *F*-cKO, by breeding floxed *Fto* mice with *Emx1*-Cre mice, in which Cre recombinase is expressed under the *Emx1* promoter that is active only in the cerebral cortex [40] (Supplementary Fig. S1A). We verified and confirmed deletion of the exon 3, which is ablated in our knockout strategy, in cortical tissues of embryonic day 13.5 (E13.5) *F*-cKO mice using reverse transcription PCR (RT-PCR) (Supplementary Fig. S1B).

Newborn *F*-cKO mice survived well and did not show obvious changes in body size and body weight, compared to their wild-type control (Ctrl) littermates at postnatal day 14 (P14) (Supplementary Fig. S1C, D). We did not observe detectable changes in brain size in *F*-cKO mice, compared to their control littermates (Supplementary Fig. S1E, F). However, there was a slight decline in survival rate (80% of controls) in *F*-cKO mice by P20 (Supplementary Fig. S1G). These results indicate that Fto cortical deletion has mild effects on survival and brain development in mice.

We then examined cortical development in the *F*-cKO mouse. We collected mouse brain tissues and examined development of neural progenitors and newborn neurons in E13.5 and E15.5 cortices. We used an anti-bromodeoxyuridine (BrdU) antibody to label neural progenitors in the S-phase after 1 h BrdU pulse before tissue collection, and an anti-Ki67 antibody to label those in the G1, S, G2, and M phase in a cell cycle (Fig. 1A, H). In E13.5 and E15.5 cortices, numbers of BrdU^+^ and Ki67^+^ cells were compatible between *F*-cKO and control mice (Fig. 1D, E, K, L).

**Fig. 1:**
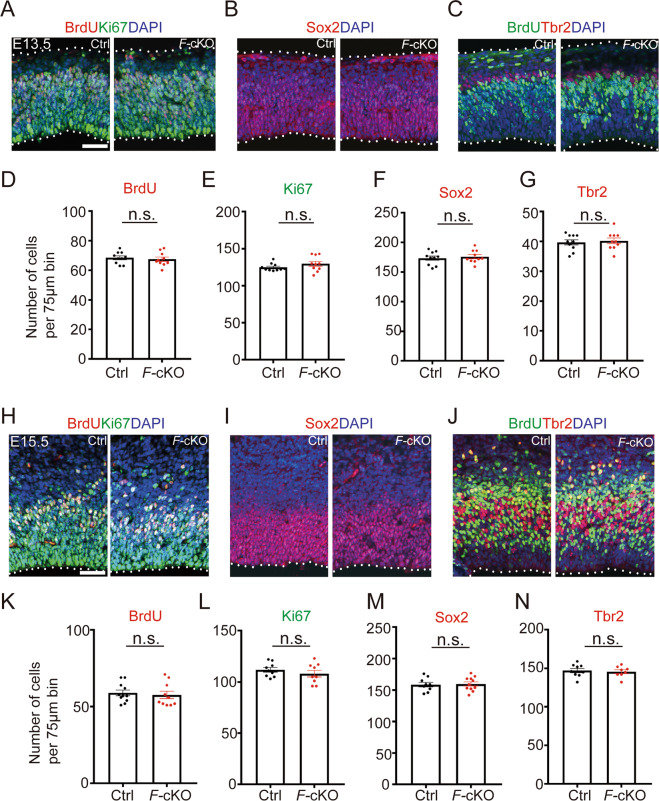
Deletion of *Fto* in the cerebral cortex does not change development of neural progenitors. **A**–**G** Immunohistochemistry (**A**–**C**) and cell counting (**D**–**G**) in the cerebral cortex of E13.5 *F*-cKO mice. The numbers of BrdU^+^ and Ki67^+^ cells, and Sox2^+^ and Tbr2^+^ neural progenitors were not changed in E13.5 *F*-cKO cortices, compared to controls (Ctrl). **H**–**N** Immunohistochemistry (**H**–**J**) and cell counting (**K**–**N**) in the cerebral cortex of E15.5 *F*-cKO mice. The numbers of BrdU^+^ and Ki67^+^ cells, and Sox2^+^ and Tbr2^+^ neural progenitors were not changed in E15.5 *F*-cKO cortices, compared to the Ctrl. Scale bars: 25 μm. Error bars indicate the SEM (six independent samples). *P* values were calculated by Student’s *t*-test between Ctrl and *F*-cKO. *P* values: n.s.: non-significant.

We next examined radial glial cells (RGCs) and intermediate progenitors (IPs) by labeling anti-Sox2 and anti-Tbr2 antibodies, respectively (Fig. 1B, C, I, J). We also did not detect differences in the number of Sox2^+^ and Tbr2^+^ neural progenitors in E13.5 and E15.5 (Fig. 1F, G, M, N). Moreover, we labeled deep-layer and upper-layer neurons in the cortex using anti-Tbr1 and -Satb2 antibodies, respectively. The numbers of Tbr1^+^ and Satb2^+^ neurons showed no significant difference between *F*-cKO and control cortices at P0 and P14 (Supplementary Fig. S2A–H). We also used anti-NeuN antibodies to mark mature neurons and did not detect significant changes in numbers of NeuN^+^ neurons in P0 and P14 *F*-cKO cortices, compared to those in controls (Supplementary Fig. S2I–L). These results indicate that cortical-specific *Fto* knockout does not affect proliferation of neural progenitors and production of newborn neurons in the cortex.

### *Mettl3* conditional knockout mice show brain defects

Previous studies have shown that both methyltransferase and demethylase are involved in regulating m^6^A status [27, 41]. Because Mettl3 has the core of catalytic activity of the methyltransferase complex, and deletion of its binding partner *Mettl14* displays brain defects [19, 42, 43], we predicted that Mettl3 is crucial for cortical development. We generated cortical-specific *Mettl3* conditional knockout mice, named *M*-cKO, by breeding floxed *Mettl3* mice with *Emx1*-Cre mice (Supplementary Fig. S3A). RT-PCR verification also indicated successful deletion of the exon 2 and 3 in E13.5 *M*-cKO cortices (Supplementary Fig. S3B). Noticeably, newborn *M*-cKO mice looked smaller, and P14 pups showed significant weight loss, compared to control littermates (Supplementary Fig. S3C, D). Dead *M*-cKO pups were observed at P14, and the survival rate of *M*-cKO mice was significantly declined at P20, and reached 30% by P30, compared to their control littermates, suggesting an early lethality of *M*-cKO mice (Supplementary Fig. S3E).

We then examined brain size, measured lengths of the cortex and brain at P14, and found that the cortical size is significantly reduced in *M*-cKO mice, even though the whole brain also was smaller, compared to those in controls (Supplementary Fig. S3F–H). These results indicate that the cortical size is more profoundly reduced, compared to the whole brain size, due to knockout of *Mettl3*.

### Knockout of *Mettl3* causes increased number of intermediate progenitors

To understand causes of smaller cortices in *M*-cKO mice, we first examined progenitor development. We did not detect obvious changes in the number of BrdU^*+*^ and Ki67^*+*^ proliferative cells in E13.5 control and *M*-cKO cortices (Supplementary Fig. S4A–C). Numbers of Sox2^+^ and Tbr2^+^ neural progenitors also did not display differences between two groups (Supplementary Fig. S4D–F). These results suggested a normal early development of neural progenitors in *M-*cKO cortices.

Interestingly, we observed folding structures in the cortex, in particular in the VZ and SVZ, in coronal sections of E15.5 *M*-cKO brains after Nissl staining (Supplementary Fig. S4G). We found that the number of BrdU^+^ cells is not changed; on the contrary, the number of Ki67^+^ cells is significantly increased in E15.5 *M*-cKO cortices, suggesting an elevated number in proliferative cells due to *Mettl3* knockout (Fig. 2A–C). Moreover, while the numbers of Sox2^+^ and Pax6^+^ progenitors was not altered, the number of Tbr2^+^ progenitors was greatly increased in E15.5 *M*-cKO cortex, compared to those in the control (Fig. 2D–G and Supplementary Fig. S5C, D). We then examined the number of Sox2^+^BrdU^+^ cells and did not detect significant changes, suggesting that the number of dividing RGCs is not affected (Supplementary Fig. S5A, B). We also tested the number of Sox2^+^Tbr2^+^ cells and did not find obvious changes, suggesting that the number of transition cells from RGCs to IPs is not altered (Supplementary Fig. S5E, F). Finally, we quantified the number of Tbr2^+^BrdU^+^ cells, and found that the number of Tbr2^+^BrdU^+^ cells is increased in *M*-cKO cortices, indicating an increased dividing IP population (Supplementary Fig. S5G, H).

**Fig. 2:**
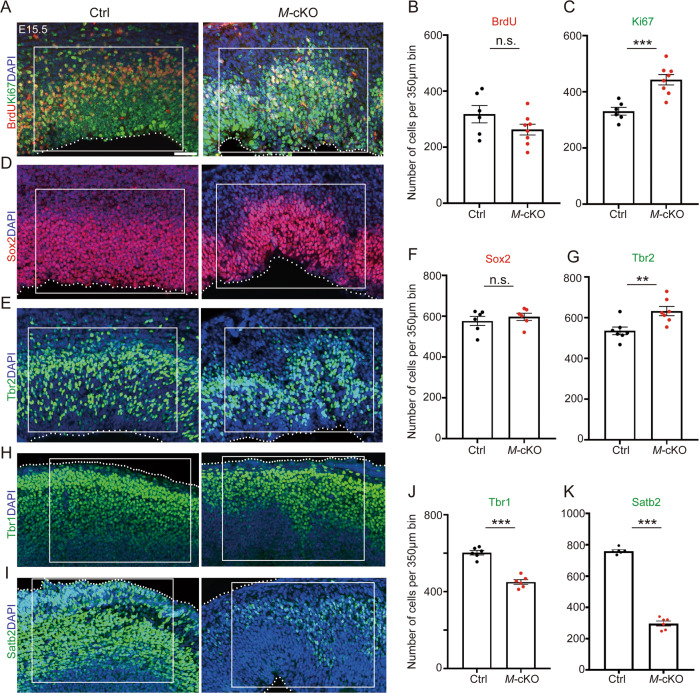
Cortical-specific deletion of *Mettl3* causes neurogenesis defects in E15.5 cortex. **A**–**C** The number of BrdU^+^ cells (red) was not changed, the number of Ki67^+^ cells (green) was increased in *M*-cKO cortices, compared to controls (Ctrl). **D**–**G** The number of Sox2^+^ neural progenitors was not changed, the number of Tbr2^+^ neural progenitors was increased in *M*-cKO cortices, compared to the Ctrl. **H**–**K** The numbers of Tbr1^+^ and Satb2^+^ neurons were reduced in *M*-cKO cortices, compared to the Ctrl. Scale bars: 70 μm. Error bars indicate the SEM (six independent samples). *P* values were calculated by Student’s *t*-test between Ctrl and *M*-cKO. *P* value: **P < 0.01; ***P < 0.001; n.s.: non-significant.

These results indicate that *Mettl3* knockout causes a progressive increase in numbers of neural progenitors, and results in expansion of IPs but not RGCs.

### Deletion of *Mettl3* inhibits neuronal production

Because numbers of neural progenitors are increased due to *Mettl3* knockout, we next investigated whether cortical neuronal production also is affected. We first examined the Tbr1^+^ deep-layer neurons at an early stage, and found that the number of Tbr1^+^ cells is significantly decreased in the E13.5 *M*-cKO cortex, suggesting an early defect of neuronal production due to Mettl3 deletion (Supplementary Fig. S6A, B). Moreover, similar to folding structures detected in the VZ and SVZ, CP also was folded in E15.5 *M*-cKO cortices (Fig. 2H, I). We found that the number of Tbr1^+^ and Satb2^+^ cells is decreased in the *M*-cKO cortex, compared to that in the control, suggesting reduced differentiation of newborn neurons (Fig. 2J, K). In addition, folding structures in the CP were undetectable in P0 and P14 *M*-cKO cortices (Supplementary Fig. S7). However, numbers of Tbr1^+^, Satb2^+^, and NeuN^+^ cells remained significant reduction in P0 and P14 *M*-cKO cortices (Supplementary Fig. S7).

To test whether apoptosis contributed to reduced neurogenesis, we examined the number of Casp3^+^ cells, which represent those undergoing apoptosis. We detected an increased Casp3^+^ cells in cortices in the *M*-cKO, suggesting an elevated apoptosis due to Mettl3 knockout (Supplementary Fig. S6C–F).

These results indicate that *Mettl3* knockout causes reduced neuronal differentiation and production, and promotes apoptosis in cortical cells, which might lead to a smaller cortex.

### Profound alterations of RNA transcriptome in *Mettl3* knockout cortices

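RNA-seq was performed on E15.5 cortices of Ctrl mice and of mice in which *Fto* or *Mettl3* was deleted with *Emx1-Cre*, with 3 libraries in each of the Ctrl, *F*-cKO and *M*-cKO groups. The authors sequenced 150 bp paired-end reads, aligned them with Hisat2 v2.0.5, and provided read counts and FPKM for each gene. The counting tool, gene annotation and genome build are not stated. Counted reads per library were between 18504094 and 22169914 in Ctrl (median 20683998), between 20401843 and 21302488 in *F*-cKO (median 20995018), and between 19773777 and 22592406 in *M*-cKO (median 22185190). Starting from the authors' counts, each knockout was compared with Ctrl over its own 6 libraries using TMM scaling and edgeR's quasi-likelihood test, and *P* values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called changed at an adjusted *P* below 0.05. The same 3 Ctrl libraries serve both comparisons. When 100 genes were changed 2-fold in simulated counts, 75 were called in the *F*-cKO comparison and 77 in the *M*-cKO comparison.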

To investigate a reasoning of severe cortical defects in *M*-cKO and mild phenotypes in *F*-cKO mice, we examined RNA transcription profiles in E15.5 *M*-cKO and *F*-cKO mouse cortices using RNA-seq analyses with three biological replications from each mouse line. RNA-seq data among control and knockout cortical replicate samples were highly consistent as detected using principal component analysis and Pearson correlation coefficient analysis (Supplementary Fig. S8A, B). 

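Pearson correlations of log2(FPKM + 1) were between 0.992 and 0.996 for library pairs of the same group (median 0.995), and between 0.986 and 0.994 for pairs of different groups (median 0.991), so both ranges overlap. These correlations are taken across genes, and genes are not independent replicates. The first principal component held 31.5% of the variance and placed the *M*-cKO libraries, in log2 CPM, at 33.1 to 39.1, apart from the Ctrl libraries at −29.2 to −14.6 and the *F*-cKO libraries at −21.7 to −4.67. The second component held 26.3% and separated the *F*-cKO libraries, at −42.4 to −16, from the Ctrl libraries, at 18.6 to 37.2. No library of 1 group lay among those of another when both components were used.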

Even though RNA transcriptional levels showed significant changes in both *F*-cKO and *M*-cKO cortices, more differentially expressed RNA transcripts were detected in the *M*-cKO cortex than those in the *F*-cKO group, compared to the control cortex (Fig. 3A and Supplementary Table S1). Compared to controls, there were 2107 RNA transcripts upregulated and 1591 downregulated in *F*-cKO cortices (Fig. 3B and Supplementary Table S2), and 2599 RNA transcripts upregulated and 2037 downregulated in *M*-cKO cortices (Fig. 3C and Supplementary Table S3). These results suggest that knockout of *Mettl3* has a more dramatic effect on gene transcription than knockout of *Fto*.

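Compared to Ctrl, 1955 of 16944 genes were higher and 1621 lower in *F*-cKO cortices, and 2630 of 16968 genes were higher and 2394 lower in *M*-cKO cortices (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted *P* below 0.05). The paper proposes a stronger transcriptional effect of *Mettl3* knockout because more transcripts passed the threshold in that comparison (Fig. 3A–C). In these counts the median absolute log2 fold change among called genes was 0.43 in *F*-cKO and 0.46 in *M*-cKO. These genes were selected by the threshold, so the medians do not show whether the changes are of like size. Changes over 2-fold were seen for 401 called genes in *F*-cKO and 680 in *M*-cKO. All values of the knockout lay outside those of Ctrl for 41.4% of genes in *F*-cKO and 44.8% in *M*-cKO, where chance alone gives 10%. A direct comparison of *M*-cKO with *F*-cKO called 2196 genes higher and 2403 lower in *M*-cKO, and the difference between the numbers of called genes was not itself tested. Both comparisons called 1683 genes, of which 1566 changed in the same direction. Their log2 fold changes had a correlation of 0.491 across genes, and 10 simulated datasets with no knockout effect gave 0.500 to 0.531 through the shared Ctrl libraries alone, although at most 1 gene was called in both.

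In *F*-cKO the smallest adjusted *P* value (0.00293, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) was shared by many genes, among them *Usp9x* (log2 fold change 0.74 ± 0.07 SE), *Fat3* (0.94 ± 0.09), *Soga1* (1.03 ± 0.10), *Crym* (−1.14 ± 0.09), *Gfap* (−2.81 ± 0.25) and *Dsc3* (−3.67 ± 0.33). In *M*-cKO the genes with the smallest values in each direction were *Aspdh* (2.42 ± 0.10), the pseudogene *Gm11620* (3.82 ± 0.21), *Mrpl43* (1.14 ± 0.07), *Ccbe1* (−2.27 ± 0.13), *Ryr1* (−2.24 ± 0.14) and a locus with no Ensembl identifier (−2.47 ± 0.16), with adjusted *P* values between 1.09e-06 and 9.86e-06 from the same test. *Mrpl43* overlaps *Twnk* in the RefSeq gene models, and whether strand was used in counting is not stated. Among the alternative analyses, leaving out Ctrl replicate 3 moved the *F*-cKO counts most, to 984 genes higher and 559 lower.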

**Fig. 3:**
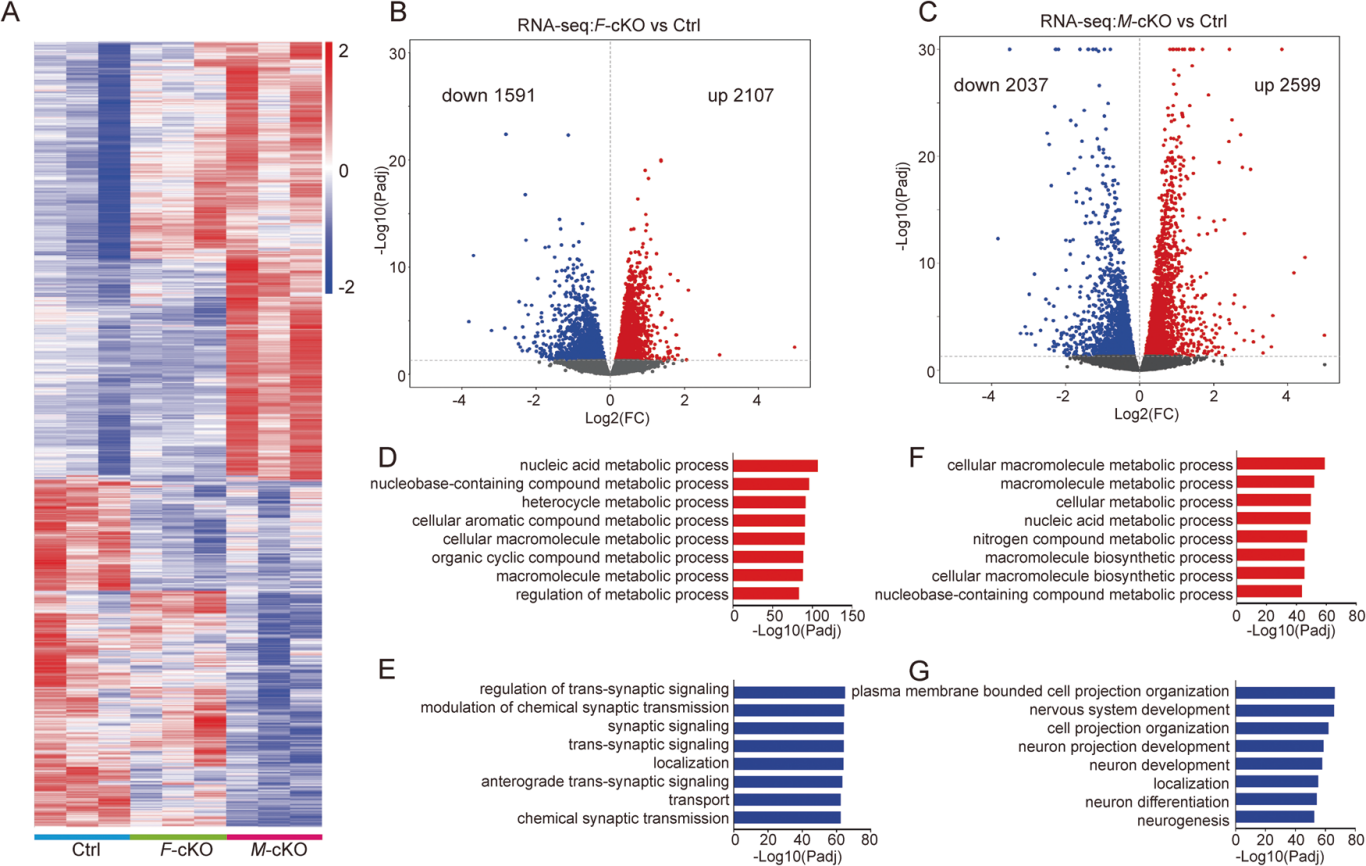
*Mettl3* knockout causes more profound transcriptomic alterations than *Fto* deletion. **A** Heat map of differentially expressed genes in E15.5 control (Ctrl), *F*-cKO and *M*-cKO cortices detected by RNA sequencing (RNA-seq). **B**, **C** Volcano map of up- and downregulated genes in *M*-cKO (**B**) and *F*-cKO (**C**) cortices compared to the Ctrl. More genes were upregulated and downregulated in *M*-cKO than in *F*-cKO. **D**, **E** Gene Ontology (GO) analysis of upregulated genes (**D**) and downregulated genes (**E**) in *M*-cKO cortices. **F**, **G** GO analysis of upregulated genes (**F**) and downregulated genes (**G**) in *M*-cKO cortices.

We next performed Gene Ontology (GO) analyses on differentially expressed RNA transcripts in *F*-cKO and *M*-cKO cortices (Fig. 3D–G and Supplementary Tables S4–S7). We found that upregulated genes are mainly concentrated in metabolic-related items in both *M*-cKO and *F*-cKO cortices, while downregulated genes are associated with transport, and synaptic signaling in *F*-cKO, and in nervous system development, and neurogenesis in *M*-cKO (Fig. 3D–G). These results suggest that severe cortical defects due to *Mettl3* knockout are likely caused by alterations of RNA transcripts that normally play fundamental roles in neurogenesis.

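In the authors' GO tables (Supplementary Tables S4–S7), nucleic acid metabolic process held 857 of the upregulated genes in *F*-cKO and 855 in *M*-cKO. Neurogenesis and synaptic signaling are listed for the downregulated genes of both knockouts, with 212 and 145 genes in *F*-cKO and 273 and 151 genes in *M*-cKO. Their adjusted *P* values in the authors' GO analysis were 1.19e-17 and 8.11e-33 in *F*-cKO, and 5.09e-27 for both in *M*-cKO. Neurogenesis is also listed for the upregulated genes, with 314 genes in *F*-cKO and 332 in *M*-cKO. GO enrichment was not rerun here. Genes of the terms whose members are printed in full were looked up in the edgeR results instead. Of the 12 kinetochore genes listed as upregulated in *F*-cKO, 12 were called higher in *F*-cKO (median log2 fold change 0.63) and 8 in *M*-cKO. Of the 20 ionotropic glutamate receptor complex genes listed as downregulated in *F*-cKO, 19 were called lower in *F*-cKO (median −0.56) and 12 in *M*-cKO. For the 18 genes of the same term listed as downregulated in *M*-cKO, 18 were called lower in *M*-cKO (median −0.57) and 12 in *F*-cKO. The 18 genes of the hippocampal mossy fiber to CA3 synapse were all called lower in *M*-cKO (median −0.52), and 11 of them in *F*-cKO. These genes were selected by the authors from the same libraries, so the lookup is not an independent test of the terms.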

### Ribo-seq reveals severely altered translational regulation in *Mettl3* knockout cortices

Recent studies have shown that Mettl3 plays a role in regulating translational control [35, 37]. Taking a consideration of severe defects in *M*-cKO cortices, we suspected that altered RNA transcriptome alone might not explain all these phenotypes. Thus, we quantified abundance of ribosome-protected fragments (RPFs) that are undergoing translation in real time at a genome-wide level by conducting Ribo-seq in E15.5 control, *M*-cKO, and *F*-cKO cortices.

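Ribo-seq was performed on E15.5 cortices with 3 libraries each of Ctrl, *F*-cKO and *M*-cKO. The authors treated cortical lysates with cycloheximide and RNase I, mapped the protected fragments with TopHat2, counted them per gene with HTSeq, and provided counts and RPKM. Counted fragments per library were between 30081796 and 35853227 in Ctrl (median 31570596), between 10973699 and 32954317 in *F*-cKO (median 20564223), and between 13764136 and 21725348 in *M*-cKO (median 20933167). The largest library thus held 3.27 times the fragments of the smallest. Of the 54838 genes in the count table, 40490 have blank entries in 8 of the 9 libraries and were not used. The counts were analysed like those of RNA-seq, with each knockout compared with Ctrl over 6 libraries. In simulated counts of this depth and spread, a 2-fold change was called for 3 of 100 genes in the *F*-cKO comparison and 46 of 100 in the *M*-cKO comparison, and a 4-fold change for 41 and 89. Few genes were changed in these simulated counts and each gene varied on its own, so the rates are not the power of the real comparisons. The length of the footprints and their position within transcripts were not analysed here.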

As predicted, Ribo-seq recognized 28 nucleotide (nt) ribosome footprints, which were mainly mapped in coding sequence (CDS) of mRNA transcripts, with few mapped in noncoding RNAs (ncRNAs) and pseudogenes (Supplementary Fig. S8C, D). Interestingly, while 76% and 72% ribosome footprints were mapped in the CDS in control and *F*-cKO cortices, respectively, only 64% mapped in the CDS and 29% mapped in ncRNAs and pseudogenes in *M*-cKO cortices (Fig. 4A). The dramatic reduction of ribosome footprints in CDS of mRNAs in *M*-cKO cortices suggests that knockout of *Mettl3* has a more severe impact on proper ribosome distribution than deletion of *Fto*.

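Counts per gene give the share of fragments assigned to each class of gene, not to parts of a transcript. Protein-coding genes took 93.2 ± 0.72% (SD) of the fragments in Ctrl, 92.2 ± 1.33% in *F*-cKO and 87.0 ± 3.73% in *M*-cKO. Noncoding genes and pseudogenes together took 6.29 ± 0.575%, 7.07 ± 1.40% and 12.3 ± 3.43%. All 3 *M*-cKO libraries lay above all Ctrl libraries (*P* = 0.1, two-sided exact permutation test, the smallest value that 3 against 3 libraries allow), and the *F*-cKO libraries did not separate from Ctrl (*P* = 0.6, same exact test). Pseudogenes alone rose from 0.217 ± 0.0335% in Ctrl to 0.895 ± 0.258% in *M*-cKO. Among noncoding classes, the *M*-cKO mean was higher than Ctrl for microRNA genes (4.7% against 1.7%), snoRNA genes (2.73% against 1.21%), snRNA genes (0.468% against 0.129%) and lncRNA genes (0.695% against 0.429%). The microRNA share did not separate the libraries of *M*-cKO from those of Ctrl (exact *P* = 0.2), while the other 3 did (exact *P* = 0.1 each). In *F*-cKO the snoRNA share (2.30%) and the snRNA share (0.302%) were also above Ctrl in all libraries (exact *P* = 0.1). Without the 10 genes that hold most counts, the noncoding and pseudogene share was 2.85% in Ctrl, 4.01% in *F*-cKO and 6.95% in *M*-cKO.

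**Figure D1:**
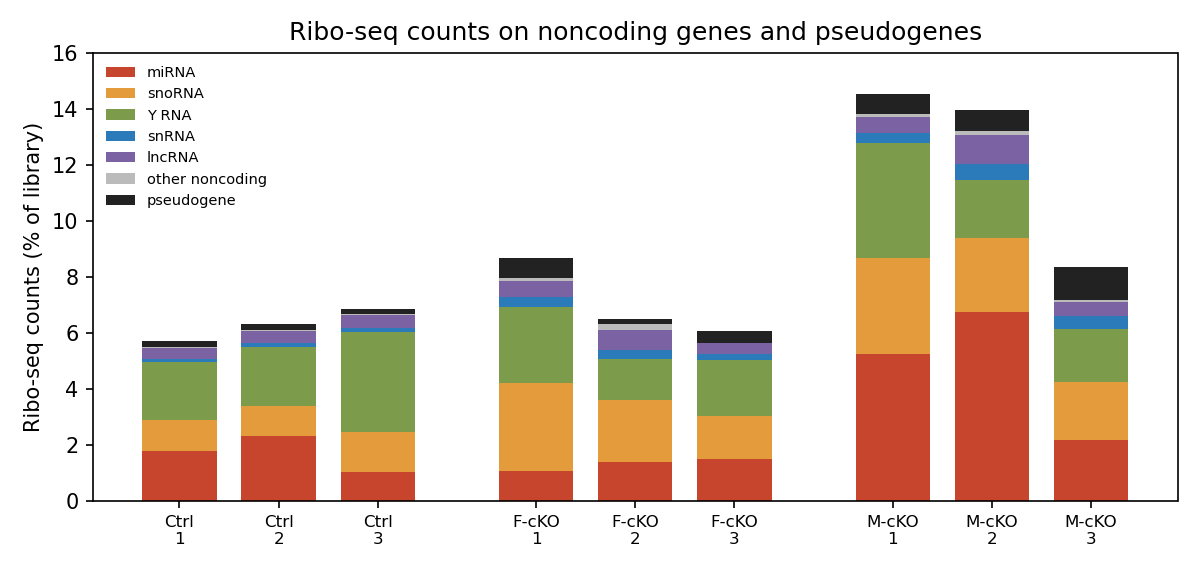
Share of Ribo-seq counts in noncoding gene classes and pseudogenes for each of the 9 libraries, 3 per group, with 1 stacked bar per library. The *M*-cKO replicates reach 14.5%, 14.0% and 8.35% for noncoding genes and pseudogenes together.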

**Fig. 4:**
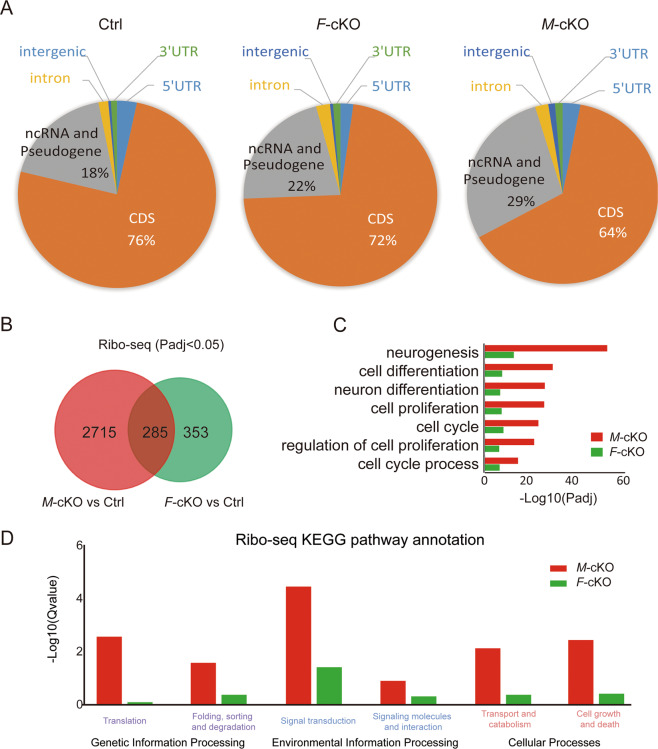
*Mettl3* knockout results in more severe translational dysregulation than *Fto* deletion. **A** Pie charts of ribosome distributions in coding sequence (CDS) of mRNA transcripts, noncoding RNAs (ncRNAs), and pseudogenes in E15.5 control (Ctrl), *F*-cKO, and *M*-cKO cortices detected by ribosome profiling sequencing (Ribo-seq). **B** Venn diagram of differentially expressed mRNAs between *M*-cKO and *F*-cKO. **C** Gene Ontology (GO) enrichment analyses of differentially expressed mRNAs between *M*-cKO and *F*-cKO. **D** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses of mRNAs that show significantly differential expression (*P*_adj_ < 0.05) in *M*-cKO (Red) and *F*-cKO (green) cortices.

Next, we analyzed numbers of ribosome-covered mRNAs that also displayed differential expression (*P*_adj_ < 0.05) in *M*-cKO and *F*-cKO cortices, as compared with those in controls. Surprisingly, while 3000 differential mRNAs were detected in *M*-cKO cortices, only 638 mRNAs were observed in *F*-cKO cortices, which was 21% of those in *M*-cKO cortices (Fig. 4B and Supplementary Table S8). And 285 differential mRNAs were detected in both *M*-cKO and *F*-cKO cortices. These results indicate that knockout of *Mettl3* causes a more severe disruption of translational regulation of mRNAs than deletion of *Fto*. Furthermore, we performed GO analyses on differential mRNAs, and found that a significantly greater number of differential mRNAs was enriched in terms of regulations in cell differentiation, cell cycle, and proliferation in *M*-cKO cortices than those in *F*-cKO (Fig. 4C). These results further support a more severe disruption of biological functions at the translational level due to *Mettl3* knockout.

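In *M*-cKO cortices, 1020 of 14314 genes had more ribosome-protected fragments than in Ctrl and 1073 had fewer (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted *P* below 0.05). In *F*-cKO cortices, none of 14335 genes passed that threshold and the smallest adjusted *P* was 0.35. Before adjustment, 227 genes were higher and 91 lower in *F*-cKO at a *P* below 0.05, fewer than the 717 that chance gives, compared with 2376 higher and 2500 lower in *M*-cKO. The paper concludes that translational regulation is disrupted more severely in *M*-cKO from the number of differential mRNAs in each knockout (Fig. 4B). These numbers depend on the spread between replicates as well as on the size of the changes. The biological coefficient of variation was 0.379 over the *F*-cKO and Ctrl libraries and 0.230 over the *M*-cKO and Ctrl libraries, so the absence of called genes in *F*-cKO does not show that none changed. Without *F*-cKO replicate 2 the coefficient was 0.204 and 1 gene was called, compared with 880 to 2547 in *M*-cKO with 1 *M*-cKO library less. A direct comparison of *M*-cKO with *F*-cKO called no gene (smallest adjusted *P* 0.107), with 710 genes higher and 444 lower in *M*-cKO before adjustment. Values of all *M*-cKO libraries lay outside those of Ctrl for 39.4% of genes, and values of all *F*-cKO libraries for 7.86%, where chance gives 10%.

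The *M*-cKO genes with the smallest adjusted *P* values in each direction were the snRNA genes *Gm25308* (log2 fold change 3.56 ± 0.11 SE) and *Gm24405* (2.21 ± 0.12), the pseudogene *Gm23239* (3.47 ± 0.15), *Gucy1b1* (−1.20 ± 0.10), *Rlbp1* (−1.42 ± 0.12) and *Slco1c1* (−2.46 ± 0.22). Their adjusted *P* values were from 3.16e-05 to 0.00334 (edgeR, Benjamini-Hochberg). *Gm24405* lies inside *Kif26b*. In *F*-cKO the smallest *P* values among higher genes were those of the snRNA genes *Gm25360* (1.67 ± 0.26), *Gm26110* (1.75 ± 0.30) and *Gm22973* (1.36 ± 0.27). Among lower genes they were those of *Fto*, of *Hist1h2ap* (−0.80 ± 0.16), which has near-identical copies, and of the lncRNA *B230217O12Rik* (−1.50 ± 0.40). Of the called genes in *M*-cKO, 788 higher and 1004 lower were protein-coding, while noncoding genes were 156 higher and 36 lower and pseudogenes 41 higher and 6 lower. Fitting all 9 libraries together moved the *M*-cKO result most and left 29 genes higher and 6 lower.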

We then conducted Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses, and detected a significant number of altered mRNAs annotated in pathways such as translation, folding, cell growth, and death in *M*-cKO cortices, compared to those in controls (Fig. 4D and Supplementary Table S9). These KEGG analyses suggest that there are more altered mRNAs involved in essential biological pathways in *M*-cKO cortices than those in *F*-cKO, which further supports severe functional alterations caused by *Mettl3* knockout.

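The KEGG annotation was taken from Supplementary Table S9, and only pathways whose genes are printed in full could be counted. A gene listed in several pathways of a class was counted in each, so the numbers are pathway entries and not distinct genes. In *M*-cKO Ribo-seq, 9 entries were called higher and 8 lower among 24 of translation pathways (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). By the same test, 9 were higher and 34 lower among 53 entries of folding, sorting and degradation. For cell growth and death, 7 were higher and 23 lower among 46 entries. All 13 proteasome genes in the *M*-cKO list had lower values, of which 8 were called. None of the genes listed for *F*-cKO was called in the same classes. At an unadjusted *P* below 0.05, the entries numbered 2 of 6, 3 of 24 and 3 of 31. For the 14 genes listed for *F*-cKO under protein processing in endoplasmic reticulum, the median log2 ratio to the Ctrl mean was 0.45, 3.23 and 0.10 in *F*-cKO replicates 1, 2 and 3. Replicate 2 was thus far above the other libraries, with medians from −0.18 to 0.206 in Ctrl and from 0.328 to 0.376 in *M*-cKO. The genes come from the authors' own differential lists, so their numbers do not test enrichment.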

### Altered translation efficiency (TE) caused by *Mettl3* and *Fto* knockout

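TE combines both assays, with 3 Ribo-seq and 3 RNA-seq libraries in each of the Ctrl, *F*-cKO and *M*-cKO groups. The authors divided the Ribo-seq RPKM of a gene by its RNA-seq RPKM, and used RiboDiff for differential TE. Depth per library is as given for each assay. From the authors' FPKM and RPKM, TE was computed here as the ratio of group means for genes with values above 0 in both assays, which left 25038 genes in Ctrl, 24258 in *F*-cKO and 24781 in *M*-cKO. A gene was counted as high-TE or low-TE when its TE was at least 3 times above or below the median of its group. Differential TE was tested with an interaction term of assay and genotype over 12 libraries in edgeR, in place of RiboDiff, which was not run. The libraries of both assays were treated as separate samples. Of 100 genes with a simulated 2-fold change in TE, 17 were called in the *F*-cKO comparison and 62 in the *M*-cKO comparison.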

Because knocking out *Mettl3* and *Fto* altered both transcriptional and translational regulations, we next examined whether translation of some mRNAs is specifically suppressed or elevated by analyzing TE, which can be calculated by comparing corresponding sequencing abundances of each mRNA detected by both Ribo-seq and RNA-seq.

We identified 5638 mRNAs with high-TE and 7489 mRNAs with low-TE in the control cortex, using criteria that the TE for an mRNA is significantly lower or higher than the median, and the difference is at least threefold (Fig. 5A–C and Supplementary Table S10) [44]. While 5450 mRNAs with high-TE and 6183 mRNAs with low-TE were detected in the *F*-cKO cortex, 8071 mRNAs with high-TE and 6792 mRNAs with low-TE were identified in the *M*-cKO cortex (Fig. 5A–C). More than 2433 and 697 mRNAs displayed high-TE and low-TE, respectively, in the *M*-cKO cortex compared to those in the control. These results suggest that knockout of *Mettl3* causes elevated translation of a significant number of mRNAs, and deletion of *Fto* results in translational suppression of some mRNAs.

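The median TE was 0.79 in Ctrl, 0.85 in *F*-cKO and 0.944 in *M*-cKO. High-TE genes numbered 3961 in Ctrl, 3402 in *F*-cKO and 4083 in *M*-cKO, and low-TE genes 5165, 4021 and 4987. The difference from Ctrl was thus 122 high-TE and −178 low-TE genes in *M*-cKO, and −559 and −1144 in *F*-cKO. These are counts from 1 ratio of means per gene and carry no test. For each replicate number alone, high-TE genes numbered 2700 to 3041 in Ctrl, 1984 to 2945 in *F*-cKO and 2353 to 3121 in *M*-cKO. The 3 ranges thus overlap. Whether the replicate numbers link libraries of both assays was not tested. Of the high-TE genes, 1933 in *F*-cKO and 1857 in *M*-cKO were also high-TE in Ctrl. Many have little RNA, with an FPKM below 1 for 68.9% of high-TE genes in Ctrl, 79.5% in *F*-cKO and 87.5% in *M*-cKO. Requiring an FPKM of at least 1 moved the counts most, to 1225, 795 and 992 high-TE genes in Ctrl, *F*-cKO and *M*-cKO, which places *M*-cKO below Ctrl. With protein-coding genes only, *M*-cKO was also below Ctrl (1768 against 1798). With pseudocount 1 (1432 against 1239), pseudocount 0.1 (3997 against 3140) and a distance from a TE of 1 (3872 against 2828), *M*-cKO stayed above Ctrl. Without *F*-cKO replicate 2, low-TE genes in *F*-cKO numbered 4835.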

**Fig. 5:**
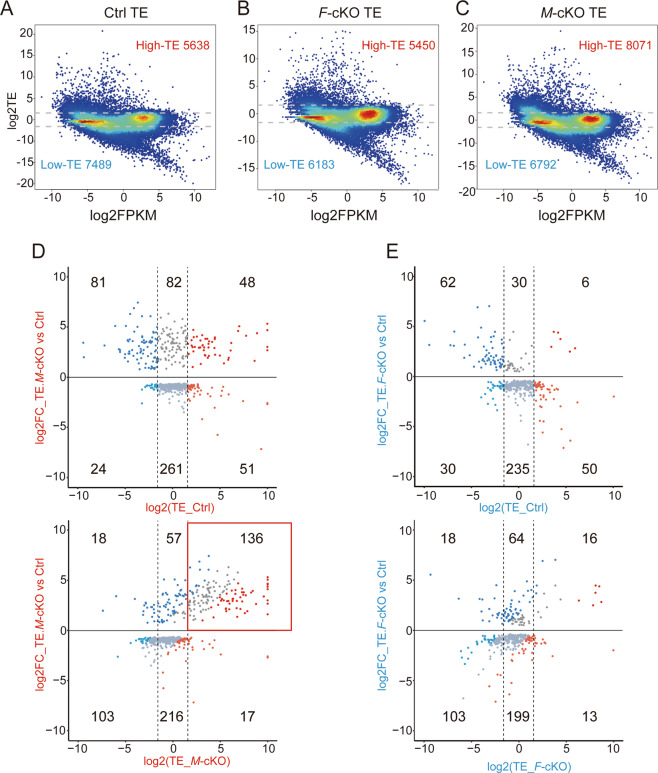
Altered translation efficiency (TE) caused by *Mettl3* and *Fto* knockout. **A**–**C** Numbers of mRNAs with low-TE and high-TE in E15.5 control (Ctrl), *F*-cKO, and *M*-cKO cortices detected by Ribo-seq and RNA-seq. **D**, **E** Distributions of significantly differentially expressed mRNAs in three intervals of high-, medium-, and low-TE in the six-quadrant diagram. The red box illustrates mRNAs with most significantly altered TE.

We then used a six-quadrant diagram to further analyze distributions of significantly differentially expressed mRNAs in three intervals of high-, medium-, and low-TE. We did not observe obvious changes of distributions of mRNAs in the *F*-cKO cortex in the six-quadrant diagram, we detected a significant shift of mRNAs into the high-TE quadrant in the *M*-cKO cortex (Fig. 5D, E). These results suggest that deletion of *Fto* causes subtle changes of TE for most mRNAs, while knockout of *Mettl3* causes elevated TE for many mRNAs.

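Differential TE was called for 249 genes higher and 156 lower of 13208 in *M*-cKO, and for none of 13225 in *F*-cKO, where the smallest adjusted *P* was 0.372 (edgeR quasi-likelihood test of the interaction, Benjamini-Hochberg adjustment). Before adjustment, *F*-cKO had 411 genes higher and 817 lower at a *P* below 0.05. Grouped by TE level in Ctrl, the called genes in *M*-cKO were 80 higher and 10 lower of 1963 low-TE genes, 153 and 111 of 9785 medium-TE genes, and 16 and 35 of 1460 high-TE genes. The Ctrl libraries enter both the TE level and the tested change, which can by itself move low-TE genes up and high-TE genes down. A like split was seen in *F*-cKO, where no gene was called. At an unadjusted *P* below 0.05 (edgeR), *F*-cKO had 148 low-TE genes higher and 12 lower, and 9 high-TE genes higher and 266 lower. The grouping therefore does not show an effect of *Mettl3* knockout. The median absolute log2 fold change of the called genes in *M*-cKO was 0.74. All Ribo-seq to RNA-seq values of *M*-cKO lay outside those of Ctrl for 27.3% of genes, and those of *F*-cKO for 15.9%, where chance gives 10%. Protein-coding genes made up 216 of the higher and 146 of the lower genes. Whether the TE changes differ between both knockouts was not tested.

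The smallest adjusted *P* values of each direction in *M*-cKO were from 6.18e-06 to 0.00512 (edgeR). They were those of the lncRNA *Gm15728* (log2 TE change 4.94 ± 0.32 SE), *C2cd2l* (3.44 ± 0.27), *Mfge8* (2.25 ± 0.18), *Ptp4a2* (−0.98 ± 0.12), *Actg1* (−1.43 ± 0.19) and *Mettl3* (−0.99 ± 0.13). In *F*-cKO the first 3 genes in each direction were *Zfp41* (−0.91 ± 0.14), *Zbtb37* (−0.95 ± 0.16), *Pank3* (−0.74 ± 0.12), *Rnase4* (1.39 ± 0.27), *Cst3* (1.13 ± 0.25) and *Gm2a* (1.02 ± 0.24). None of them was called. Without *F*-cKO replicate 2 the last 3 fell to 1.17, 0.94 and 0.79, and *Rnase4* overlaps *Ang* in the RefSeq gene models. Leaving out Ctrl replicate 2 moved the *M*-cKO counts most, to 6 genes higher and 2 lower.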

### Deletion of *Mettl3* and *Fto* leads to altered expression of major genes expressed in RGCs and IPs

Because neural progenitor defects were detected in *M*-cKO but not in *F*-cKO cortices, we focused on examining transcriptional and translational status of genes highly expressed in RGCs and IPs. We identified 471 RGC-expressing and 322 IP-expressing genes, based on previous reports of mouse cortical transcriptome analyses (Supplementary Tables S11 and S12) [45, 46]. Among 471 RGC genes, 227 genes were upregulated and 39 were downregulated in *F*-cKO cortices, and 163 genes were upregulated and 61 were downregulated in *M*-cKO cortices (Supplementary Fig. S9A). Moreover, GO enrichment analyses showed that upregulated genes are associated with cell cycle regulations in both *M*-cKO and *F*-cKO cortices (Supplementary Fig. S9C). 

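Of the 471 RGC genes, 465 were tested in RNA-seq. In *F*-cKO cortices 203 were higher and 38 lower, and in *M*-cKO cortices 157 were higher and 64 lower, with adjustment over all genes (edgeR quasi-likelihood test, Benjamini-Hochberg). Adjusted over the list alone, the numbers were 242 and 51 in *F*-cKO, and 171 and 70 in *M*-cKO. The share of RGC genes with a higher value was 72.9% in *F*-cKO and 66.2% in *M*-cKO, compared with 48.4% and 48.8% of all genes, and their median log2 fold changes were 0.25 and 0.16. A competitive gene set test (limma's camera, correlation between genes set to 0.01, 8 tests adjusted together) placed the list above other genes in *F*-cKO (adjusted *P* = 1.26e-14) and in *M*-cKO (adjusted *P* = 0.00171). With the correlation estimated from the data neither result held, and in the rotation test fry only the *F*-cKO result held (adjusted *P* = 0.0444). A direct comparison called 37 RGC genes higher and 144 lower in *M*-cKO than in *F*-cKO.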

Interestingly, downregulated transcripts were associated with organism development in *F*-cKO cortices, and with cell development, and neurogenesis in *M*-cKO cortices (Supplementary Fig. S9C). These results suggest that downregulation of genes involved in neurogenesis in RGCs contributes to cortical defects when *Mettl3* is deleted.

In addition, 145 IP-expressing genes were upregulated and 18 downregulated in *F*-cKO cortices, and 108 IP-expressing genes were upregulated and 38 downregulated in *M*-cKO (Supplementary Fig. S9B). 

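All 322 IP genes were tested in RNA-seq, and 93 of them are also in the RGC list. In *F*-cKO cortices 131 were higher and 17 lower, and in *M*-cKO cortices 101 were higher and 44 lower (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment over all genes). With adjustment over the list alone these became 153 and 26, and 109 and 45. Values were higher than in Ctrl for 74.2% of IP genes in *F*-cKO and 63.4% in *M*-cKO, with median log2 fold changes of 0.22 and 0.12. In limma's camera the list ranked above other genes in *F*-cKO (adjusted *P* = 6.32e-14) and *M*-cKO (adjusted *P* = 0.00207). Neither camera result held with the correlation estimated from the data. In fry the adjusted *P* was 0.0442 in *F*-cKO and 0.0808 in *M*-cKO. Against *F*-cKO, 33 IP genes were higher and 103 lower in *M*-cKO.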

GO analyses showed terms of cell cycle process for upregulated IP genes in *F*-cKO and *M*-cKO cortices, and terms of regulation of monocyte chemotaxis in *F*-cKO, and cellular component organization or biogenesis in *M*-cKO cortices for downregulated IP genes (Supplementary Fig. S9D). These results suggest that altered cell cycle regulation in upregulated IP genes due to *Mettl3* deletion is associated with cortical defects in *M*-cKO mice.

We next analyzed translational status in RGCs and IPs using dataset in Ribo-Seq. 

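In Ribo-seq all 471 RGC genes were tested. None was called in *F*-cKO cortices (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment, over all genes or over the list alone), and 12 were higher and none lower at an unadjusted *P* below 0.05. In *M*-cKO cortices 49 genes were called higher and 46 lower over all genes, and 65 and 61 over the list alone. The share of genes with a higher value was 74.1% in *F*-cKO and 52.4% in *M*-cKO, where all genes gave 55.3% and 50%. In limma's camera the list ranked above other genes in *F*-cKO (adjusted *P* = 4.13e-06), which did not hold in fry or with estimated correlation, and not in *M*-cKO (adjusted *P* = 0.685). No RGC gene was called between *M*-cKO and *F*-cKO, with 8 higher and 35 lower in *M*-cKO before adjustment, so a difference between both knockouts is not shown gene by gene.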

Among 471 RGC genes, 65 genes were upregulated and 11 were downregulated in *F*-cKO cortices, and 51 genes were upregulated and 71 were downregulated in *M*-cKO cortices (Fig. 6A). GO enrichment analysis showed that upregulated genes in RGCs in *F*-cKO and *M*-cKO cortices were associated with cell cycle, and downregulated genes in RGCs in *M*-cKO cortices were enriched in the anatomical structure development, negative regulation of biological process, and neurogenesis (Fig. 6B and Supplementary Fig. S9E).

**Fig. 6:**
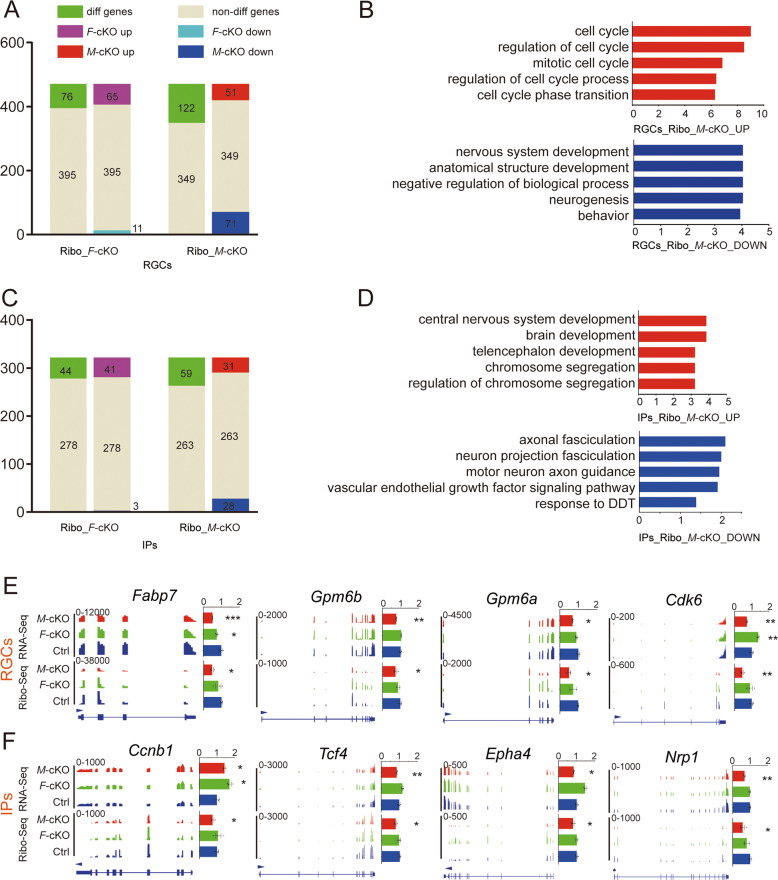
Altered expression of major genes expressed in RGCs and IPs in *M*-cKO and *F*-cKO cortices. **A** Numbers of RGC genes showed different (diff genes), none different (non-diff genes), up- and downexpression in *F*-cKO and *M*-cKO cortices detected by Ribo-seq. **B** GO analyses of upregulated (red) and downregulated (blue) RGC genes in *M*-cKO cortices. **C** Numbers of IP genes showed different, none different, up- and downexpression in *F*-cKO and *M*-cKO cortices detected by Ribo-seq. **D** GO analyses of upregulated (red) and downregulated (blue) RGC genes in *M*-cKO cortices. **E**, **F** Integrative Genomics Viewer (IGV) images of expression patterns (left) and expression quantifications (right) of *Fabp7*, *Gpm6b*, *Gpm6a*, *Cdk6* (E), and *Ccnb1*, *Tcf4*, *Epha4*, *Nrp1* (F) in E15.5 control (Ctrl), *F*-cKO, and *M*-cKO cortices detected by RNA-seq and Ribo-seq. Error bars indicate the SEM (three independent samples). *P* values were calculated by Student’s *t*-test between Ctrl and *F*-cKO or Ctrl and *M*-cKO. *P* values: *P < 0.05; **P < 0.01; ***P < 0.001.

Moreover, 41 IP-expressing genes were upregulated and 3 downregulated in *F*-cKO, and 31 IP-expressing genes were upregulated and 28 downregulated in *M*-cKO cortices (Fig. 6C). 

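No IP gene was called in *F*-cKO Ribo-seq, with 9 of 322 higher and none lower before adjustment, whereas 28 were called higher and 21 lower in *M*-cKO (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment over all genes). Adjusted over the list alone, 30 were higher and 23 lower in *M*-cKO. IP genes were higher than in Ctrl for 65.8% of the list in *F*-cKO and 55.3% in *M*-cKO, and the adjusted *P* in limma's camera was 0.00143 and 0.345, where the *F*-cKO result did not hold in fry or with estimated correlation. Between both knockouts no gene of the list was called, and 6 were higher and 13 lower in *M*-cKO at an unadjusted *P* below 0.05.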

GO analyses showed enriched terms of mitotic sister chromatid segregation and mitotic nuclear division of upregulated IP genes in *F*-cKO cortices, upregulated genes associated with central nervous system development, and downregulated genes associated with axonal fasciculation, and neuron projection fasciculation in *M*-cKO cortices (Fig. 6D and Supplementary Fig. S9F). These results suggest that Mettl3 deficiency causes altered translation of RGC- and IP-expressing genes associated with neurogenesis, axonal guidance, and neuronal projection.

Furthermore, we illustrated expression patterns of some RGC- and IP-expressing genes using Integrative Genomics Viewer (IGV). We quantified expression of these mRNAs using RPKM based on RNA-seq and Ribo-seq data, and normalized their average values in *M*-cKO and *F*-cKO cortices with those in the control cortex. As detected by Ribo-Seq, we found that RGC-expressing genes Fabp7, Gpm6a, Gpm6b, and Cdk6 show significant downregulation in the *M*-cKO, but not in *F*-cKO cortices, when compared with those in the control cortex (Fig. 6E). 

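Ribo-seq RPKM in *M*-cKO relative to the Ctrl mean was 0.476 ± 0.119 (SD) for *Fabp7*, 0.502 ± 0.137 for *Gpm6a*, 0.734 ± 0.128 for *Gpm6b* and 0.451 ± 0.108 for *Cdk6*. For each gene all 3 *M*-cKO libraries were below all Ctrl libraries (*P* = 0.1, two-sided exact permutation test). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *Fabp7* (log2 fold change −1.06 ± 0.16 SE, adjusted *P* = 0.0115), *Gpm6a* (−0.99 ± 0.17, adjusted *P* = 0.0163) and *Cdk6* (−1.14 ± 0.17, adjusted *P* = 0.0103) were called, and *Gpm6b* was not (−0.44 ± 0.13, adjusted *P* = 0.0551). In *F*-cKO the ratios were 0.819 ± 0.264 for *Fabp7* (*P* = 0.3, exact test), 1.39 ± 1.15 for *Gpm6a* (*P* = 1), 2.04 ± 2.02 for *Gpm6b* (*P* = 0.9) and 0.904 ± 0.241 for *Cdk6* (*P* = 0.7). The calls of *Fabp7* and *Cdk6* were lost without Ctrl replicate 2, and that of *Gpm6a* without any 1 of the Ctrl libraries. All 3 calls were lost when all 9 libraries were fitted together. The *F*-cKO values of *Gpm6a* and *Gpm6b* above 1 come from *F*-cKO replicate 2, without which the ratios were 0.731 and 0.876. None of these genes was called between *M*-cKO and *F*-cKO (smallest adjusted *P* 0.5 in edgeR). That comparison called no gene at all, with a biological coefficient of variation of 0.413, and does not show equal levels in both knockouts. In RNA-seq the *M*-cKO ratios were 0.515 ± 0.00385, 0.689 ± 0.0173, 0.760 ± 0.0291 and 0.711 ± 0.0428 in the same order, all called lower. In *F*-cKO RNA-seq *Fabp7* was called lower (0.749 ± 0.0680, adjusted *P* = 0.0134, not without *F*-cKO replicate 2 or Ctrl replicate 3) and *Cdk6* higher (log2 fold change 0.45 ± 0.09, adjusted *P* = 0.00801, edgeR).

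**Figure D2:**
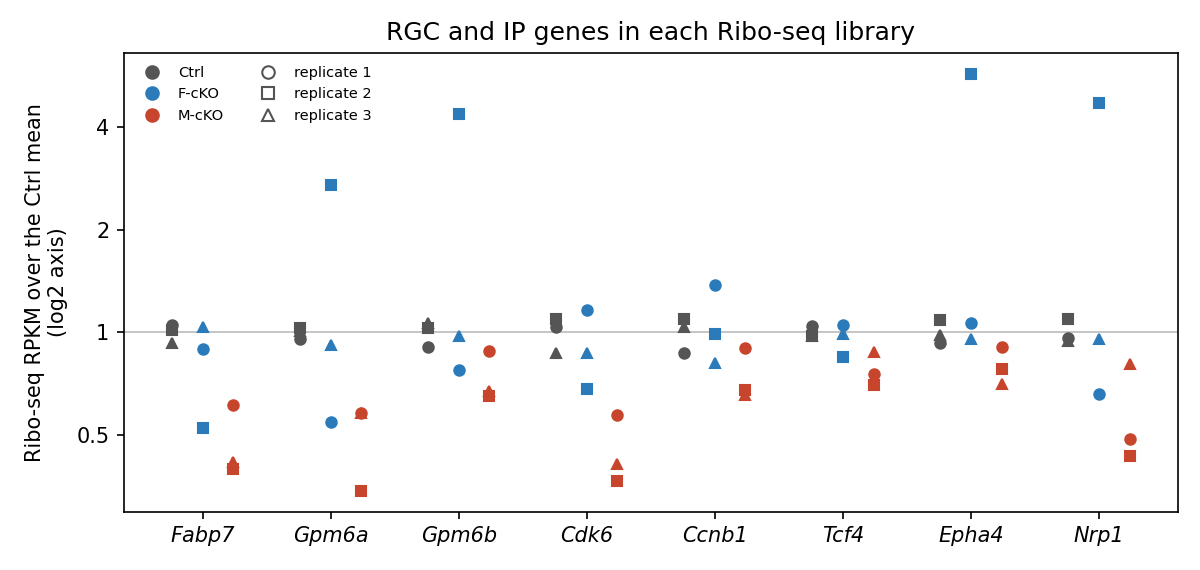
Ribo-seq RPKM over the Ctrl mean on a log2 axis for 4 RGC genes and 4 IP genes, with 1 point per library and 3 libraries per group. *F*-cKO replicate 2 lies far above the other libraries for *Gpm6a*, *Gpm6b*, *Epha4* and *Nrp1*.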

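For *Nrp1* the Ribo-seq ratio to the Ctrl mean was 0.577 ± 0.200 (SD) in *M*-cKO, and the gene was called lower (log2 fold change −0.79 ± 0.21 SE, adjusted *P* = 0.0444, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its call was lost when any library other than *M*-cKO replicate 3 was left out, and when all 9 libraries were fitted together. *Tcf4* (0.777 ± 0.0897, adjusted *P* = 0.0526), *Ccnb1* (0.744 ± 0.138, adjusted *P* = 0.0958) and *Epha4* (0.798 ± 0.101, adjusted *P* = 0.102) had lower means in *M*-cKO and were not called by the same edgeR test. All *M*-cKO libraries were below all Ctrl libraries for *Nrp1*, *Tcf4* and *Epha4* (*P* = 0.1, exact permutation test) and not for *Ccnb1* (*P* = 0.2, exact test). In *F*-cKO the ratios were 2.10 ± 2.24 for *Nrp1* (exact *P* = 0.9), 0.961 ± 0.104 for *Tcf4* (exact *P* = 0.9), 1.06 ± 0.286 for *Ccnb1* (exact *P* = 0.9) and 2.58 ± 2.72 for *Epha4* (exact *P* = 0.6). Without *F*-cKO replicate 2 they were 0.809 for *Nrp1* and 1.01 for *Epha4*. In RNA-seq, *M*-cKO ratios were 0.683 ± 0.0543 for *Nrp1*, 0.858 ± 0.0317 for *Tcf4* and 0.835 ± 0.0287 for *Epha4*, all called lower (*Epha4* not without Ctrl replicate 1, and *Tcf4* not in 4 of the 6 fits with 1 library less), whereas *Ccnb1* was called higher (1.43 ± 0.0971, log2 fold change 0.50 ± 0.12, adjusted *P* = 0.00969, edgeR). *Ccnb1* and *Epha4* were also called higher in *F*-cKO RNA-seq (1.72 and 1.46). The TE of *Ccnb1* was lower in *M*-cKO (log2 change −0.85 ± 0.21, adjusted *P* = 0.0438, edgeR interaction), and this call was lost when any 1 of its libraries was left out.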

IP-expressing genes Ccnb1, Tcf4, Epha4, and Nrp1 were downregulated in *M*-cKO, but not in *F*-cKO cortices (Fig. 6F). These analyses further suggest that altered translation of crucial genes in RGCs and IPs, due to deletion of Mettl3, may disrupt proliferation and differentiation of neural progenitors and cause abnormal cortical development.

### Knockout of *Mettl3* alters expression levels of major components in m^6^A methylation

Because Mettl3 and Fto are key components of m^6^A methylation, we predicted that knockout of *Mettl3* and *Fto* might affect expression of other members of “writers,” “readers,” and “erasers.” We illustrated expression patterns of major components in m^6^A methylation using IGV, and quantified expression of these mRNAs using RPKM based on RNA-seq and Ribo-seq data, and normalized their average values in *M*-cKO and *F*-cKO cortices with those in the control cortex (Supplementary Table S13). We found that translational levels of Mettl3 and Fto as detected by Ribo-seq are significantly reduced in *M*-cKO and *F*-cKO cortices, respectively, suggesting a successful knockout of *Mettl3* and *Fto* (Fig. 7A, B).

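Ribo-seq RPKM of *Mettl3* in *M*-cKO was 0.677 ± 0.0404 (SD) of the Ctrl mean, and that of *Fto* in *F*-cKO was 0.154 ± 0.0495, with all knockout libraries below all Ctrl libraries in both cases (*P* = 0.1, two-sided exact permutation test). *Mettl3* was called lower (log2 fold change −0.55 ± 0.10 SE, adjusted *P* = 0.0157, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost without any 1 of the Ctrl libraries and when all 9 libraries were fitted together (adjusted *P* = 0.118, edgeR), with the direction unchanged. *Fto* had the lowest *P* of all genes in *F*-cKO but was not called (−2.68 ± 0.25, adjusted *P* = 0.35, same edgeR test). It was called when *F*-cKO replicate 2 was left out (adjusted *P* = 0.0358, edgeR), when all 9 libraries were fitted together (adjusted *P* = 0.0139, edgeR) and with DESeq2 (adjusted *P* = 5.28e-16). In RNA-seq *Fto* was at 0.437 ± 0.272 of Ctrl in *F*-cKO (log2 fold change −1.21 ± 0.33, adjusted *P* = 0.0298, edgeR), with FPKM of 3.26, 7.56 and 2.43 against 10.8, 11.2 and 8.37 in Ctrl, and with DESeq2 the adjusted *P* was 0.0695. Its RNA-seq call was also lost in 4 of the 6 fits that each left out 1 library. *Mettl3* was higher in *M*-cKO RNA-seq (1.43 ± 0.0692, log2 fold change 0.51 ± 0.09, adjusted *P* = 0.00221, edgeR), and its TE was lower. The counts cover whole genes, so reads from the deleted exons were not separated from those of the other exons. *Mettl3* overlaps *Tox4* and *Fto* overlaps *4831440D22Rik* at their ends in the RefSeq gene models.

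**Figure D3:**
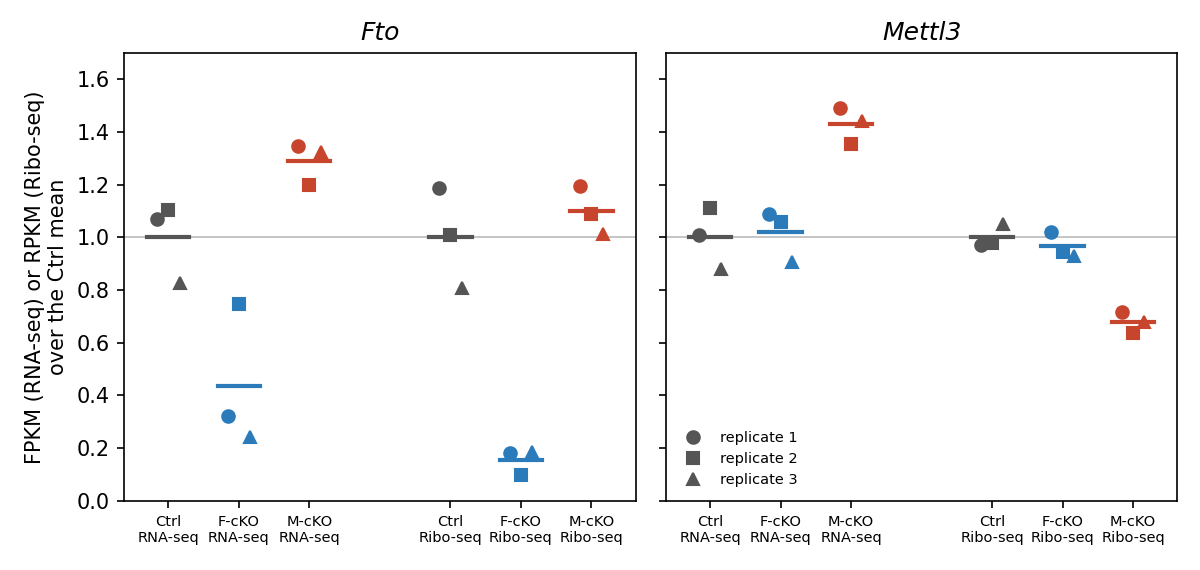
RNA-seq FPKM or Ribo-seq RPKM of *Fto* and *Mettl3* divided by the Ctrl mean, with 1 point per library, 3 libraries in each of 6 groups, and bars at the group means. *Fto* is lowest in *F*-cKO in both assays, while *Mettl3* in *M*-cKO is above Ctrl in RNA-seq and below it in Ribo-seq.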

**Fig. 7:**
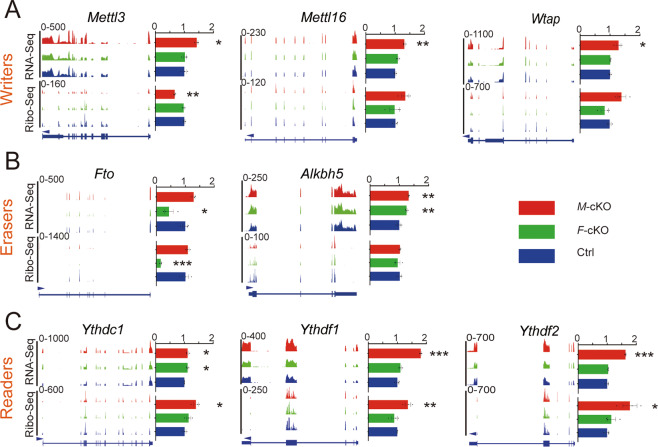
Knockout of *Mettl3* alters expression levels of major components in m^6^A methylation. **A** Integrative Genomics Viewer (IGV) images of expression patterns (left) and expression quantifications (right) of *Mettl3*, *Mettl16*, and *Wtap* in E15.5 control (Ctrl), *F*-cKO, and *M*-cKO cortices detected by RNA-seq and Ribo-seq. **B** Expression patterns (left) and quantifications (right) of demethylases of *Fto* and *Alkbh5*. **C** Expression patterns (left) and quantifications (right) of *Ythdc1*, *Ythdf1*, and *Ythdf2*. Error bars indicate the SEM (three independent samples). *P* values were calculated by Student’s *t*-test between Ctrl and *F*-cKO or Ctrl and *M*-cKO. *P* values: *P < 0.05; **P < 0.01; ***P < 0.001.

Interestingly, we found that expression levels of most methyltransferases, in particular Mettl16, Wtap, and Rbm15, are dramatically elevated as detected by both RNA-seq and Ribo-seq in *M-*cKO cortices, but they are not significantly changed in *F-*cKO cortices (Fig. 7A and Supplementary Fig. S8E). These results suggest that *Mettl3* deletion might lead to a compensation effect of other methyltransferases. Moreover, while knockout of *Mettl3* and *Fto* caused increased expression of “eraser” *Alkbh5* as detected by RNA-seq, it did not alter Alkbh5 expression at the protein level (Fig. 7B). In addition, expression levels of most “readers” such as Prrc2a, Ythdf1, Ythdf2, and Ythdc1 also were upregulated in *M-*cKO but not in *F*-cKO cortices, in particular as detected by Ribo-seq (Fig. 7C and Supplementary Fig. S8E). These results further suggest that knockout of *Mettl3* but not *Fto* has a profound effect on “reader” proteins in m^6^A modifications, and might in turn alter mRNA maturation and translation.

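In *M*-cKO RNA-seq, *Rbm15* was at 2.61 ± 0.230 (SD) of the Ctrl mean (log2 fold change 1.37 ± 0.10 SE, adjusted *P* = 1.67e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), *Mettl16* at 1.31 ± 0.0486 (adjusted *P* = 0.00141) and *Wtap* at 1.29 ± 0.139 (adjusted *P* = 0.00628). In *M*-cKO Ribo-seq, *Rbm15* (2.01 ± 0.257, adjusted *P* = 0.00818, edgeR) and *Wtap* (1.42 ± 0.256, adjusted *P* = 0.0364, edgeR) were called higher, and *Mettl16* was not (1.34 ± 0.218, adjusted *P* = 0.0589, edgeR). The Ribo-seq call of *Wtap* was lost without any 1 of the Ctrl libraries or *M*-cKO replicate 1, and both Ribo-seq calls were lost when all 9 libraries were fitted together. In *F*-cKO, *Mettl16* and *Wtap* were not called in RNA-seq (1.09 ± 0.0553 and 1.01 ± 0.0169), whereas *Rbm15* was called higher (1.39 ± 0.044, adjusted *P* = 0.0124, edgeR). None of the 3 was called in *F*-cKO Ribo-seq, where the ratios were 0.971 ± 0.326 for *Mettl16*, 0.832 ± 0.256 for *Wtap* and 0.981 ± 0.263 for *Rbm15*. The direct comparison in RNA-seq called all 3 higher in *M*-cKO than in *F*-cKO, with log2 fold changes of 0.26, 0.34 and 0.90 for *Mettl16*, *Wtap* and *Rbm15*. Among 8 writers other than *Mettl3*, 6 were called higher in *M*-cKO RNA-seq and 4 in *M*-cKO Ribo-seq, with none lower, and 3 were called higher in *F*-cKO RNA-seq. *Rbm15* overlaps *Slc16a4* at its end in the RefSeq gene models.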

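*Alkbh5* in RNA-seq was at 1.25 ± 0.0436 (SD) of the Ctrl mean in *F*-cKO (log2 fold change 0.31 ± 0.08 SE, adjusted *P* = 0.0216) and at 1.32 ± 0.0215 in *M*-cKO (0.39 ± 0.07, adjusted *P* = 0.0028; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The *F*-cKO call was lost without Ctrl replicate 3 or *F*-cKO replicate 2. In Ribo-seq it was at 0.915 ± 0.0797 in *F*-cKO (adjusted *P* = 0.889, edgeR) and 1.02 ± 0.0386 in *M*-cKO (adjusted *P* = 0.81, edgeR). Ribo-seq counts ribosome-protected fragments, and the protein itself was not measured in these data.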

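*Ythdf1* was called higher in *M*-cKO in RNA-seq (1.81 ± 0.0420 of the Ctrl mean, SD; adjusted *P* = 2.78e-05) and in Ribo-seq (1.39 ± 0.170, adjusted *P* = 0.0191), as was *Ythdf2* (1.63 ± 0.0251, adjusted *P* = 3.99e-05, and 1.81 ± 0.422, adjusted *P* = 0.0184; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Ythdc1* was called in Ribo-seq (1.41 ± 0.151, adjusted *P* = 0.0225, edgeR) and not in RNA-seq (1.11 ± 0.0635, adjusted *P* = 0.097, edgeR). Each of these 3 Ribo-seq calls was lost without any 1 of the Ctrl libraries or *M*-cKO replicate 1, and when all 9 libraries were fitted together. *Prrc2a* was called in neither (RNA-seq 1.16 ± 0.0964, adjusted *P* = 0.0561, and Ribo-seq 1.28 ± 0.145, adjusted *P* = 0.108, edgeR), but was called higher in *F*-cKO RNA-seq (1.25 ± 0.0754, adjusted *P* = 0.0156, edgeR). Of 13 readers, 4 were called higher and 2 lower in *M*-cKO RNA-seq, and 5 higher and 1 lower in *M*-cKO Ribo-seq. In *F*-cKO, 6 were called higher in RNA-seq and none in Ribo-seq. No reader was called between *M*-cKO and *F*-cKO in Ribo-seq, so the Ribo-seq levels of the readers are not shown to differ between both knockouts.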

## Discussion

Increasing evidence has demonstrated the importance of epitranscriptomic regulation in brain development and function, in particular m^6^A methylation. Whether RNA methyltransferases and demethylases function distinctly in the cerebral cortex remains unclear. In this study, we demonstrate that Mettl3 plays a more profound role in cortical development than Fto does using mouse genetic tools. We show that knockout of *Mettl3* has a more severe impact on gene transcriptional and translational regulation of mRNAs based on RNA-seq and Ribo-seq analyses. Our results indicate crucial and distinct roles of Mettl3 and Fto in cortical development, and highlight Mettl3 regulation on major neural mRNAs through translational regulations in the cortex.

Gene knockout and knockdown approaches have been used to study biological functions of key components of methyltransferases. Deletion of *Mettl14* leads to prolonged cortical neurogenesis to the postnatal stage [19]. *Mettl14* deletion in the striatum results in increased neuronal excitability and impaired striatal-mediated behaviors [47]. Loss of *Mettl14* or m^6^A-binding protein *Ythdf1* causes decreased injury-induced protein translation in adult dorsal root ganglions and functional axon regeneration in the peripheral nervous system [48]. Moreover, both Mettl3 and Mettl14 have the domain of methyltransferase. However, only Mettl3 has the catalytic activity, suggesting its crucial biochemical role [49]. Indeed, we have found that cortical-specific knockout of *Mettl3* causes increased expansion of IPs, and reduced neuronal production, which leads to folding structures in the cortex. Mechanistically, *Mettl3* depletion causes RNA aberrant splicing events and dysregulation of transcriptome-wide gene expression [50]. Consistent with previous studies, we have found that cortical deletion of *Mettl3* causes large-scale RNA transcriptomic changes, which might contribute to severe brain phenotypes. Moreover, we have observed reduced translational level of Mettl3 as detected by Ribo-seq, and increased expression of Mettl3 mRNA as detected by RNA-seq. We think this might be due to the gene knockout strategy for the *Mettl3* gene. Nevertheless, studies from others and us demonstrate that loss of either Mettl3 or Mettl14 leads to severe biological defects, indicating equally crucial roles of Mettl3 and Mettl14, and a non-compensating effect between them.

Genetic approaches have also been used to study functions of demethylase such as Fto. *Fto* knockout mice show postnatal growth retardation and a lean body mass [51]. In the nervous system, Fto is expressed in the brain, and *Fto* knockout causes reduced proliferation of adult neural stem cells in hippocampus, and leads to impaired learning and memory [52, 53]. Surprisingly, we have found that cortical-specific knockout of *Fto* does not cause detectable phenotypes in the embryonic brain. One possible reason is that Fto function in the brain might be compensated by other demethylases such as Alkbh5, as we have found that *Alkbh5* transcription level is upregulated in the *Fto* knockout cortex. The future work is to study how demethylases work cooperatively and control brain development and function.

In addition, previous studies indicate that a dynamic and reversible modification of m^6^A is conducted by three elements: “writers,” “readers,” and “erasers.” “Writers” such as Mettl3 are responsible for placing m^6^A modifications on primary mRNA (pri-mRNA) [41, 54–56]. And the modified RNA is recognized and processed by “readers” for instance HnrnpC to facilitate RNA maturation [57–62]. Moreover, m^6^A can be eliminated by “erasers” such as Fto [27, 28]. It is possible that “erasers” work effectively only under a circumstance when m^6^A modification occurs at a wrong site or a wrong time in a pri-mRNA, in which “erasers” function in a default correction manner. This might explain why cortical-specific knockout of *Fto* shows subtle brain defects, while *Mettl3* conditional knockout displays severe phenotypes. Furthermore, previous studies have shown that the level of N6, 2-Odimethyladenosine (m^6^Am) is increased when Fto is knocked out, suggesting that Fto perhaps primarily targets m^6^Am but not m^6^A [63, 64]. These results suggest that interactions between Mettl3 and Fto may be not a simple antagonistic or cooperative mode.

Notably, besides functioning in m^6^A modification, methyltransferases such as Mettl3 and Mettl14 play regulatory roles in transcriptional and translational regulations. Studies have shown that METTL3, independently of METTL14, can be directly recruited to the transcriptional start sites of active genes, suggesting its role in transcriptional regulation [37]. METTL14 regulates stability of target transcripts through RNA stability factor HuR [36]. Knocking out *Mettl14* in the central nervous system results in alterations of transcription levels of a broad range of target genes, which might be a direct and indirect outcome [19]. Moreover, Mettl3 function in modulating translation has been highly appreciated. For instance, METTL3 appears to enhance translation of its binding RNA transcripts by relieving ribosome stalling in cancer cells [37]. In addition, METTL3 promotes translation of a large subset of oncogenic mRNAs through directly interacting with the eukaryotic translation initiation factor 3 subunit h [39]. These results highlight the importance of methyltransferases, in particular Mettl3, in regulating transcription and translation, and in turn affect cell behaviors.

Our study has provided new evidence of regulatory roles of Mettl3 and Fto in modifying transcription and translation of cortical mRNAs, based on dataset of RNA-seq and Ribo-seq. Knockout of *Mettl3* appears to have a more profound effect on a large number of transcripts, in particular those functions in cell cycle regulation and neurogenesis, compared to deletion of *Fto*. Our findings indicate that knockout of *Mettl3* disrupts translational levels of more progenitor genes than deletion of *Fto*, which may cause more severe phenotypes in the *M*-cKO cortex. Therefore, our RNA-seq and Ribo-seq data have provided molecular evidence that interprets the more severe brain defects in *Mettl3* knockout mice compared to those in *Fto* knockout. The future study should be to uncover biochemical details of how Mettl3 and Fto distinctly regulate transcription and translation. In particular, the direct causality between Mettl3 and translational regulation requires further biochemical studies to decipher whether it is due to translational regulation itself or a side-product of altered mRNA decay.

In summary, we have found that RNA methyltransferases and demethylases function distinctly in cortical development. In the cerebral cortex, Mettl3 plays a more profound role in controlling the size of neural progenitor pool, neuronal production, and transcription and translation of major neural genes than Fto does. Our study highlights the complexity of m^6^A methylation in regulating downstream genes, and in turn excel its biological function.

## Materials and methods

### Construction of floxed *Fto* and *Mettl3* transgenic mice

Homologous recombination was used, cas9 mRNA, gRNA, and donor vector were microinjected into the fertilized eggs of C57BL/6J mice to obtain F0 generation mice. Floxed *Fto* and *Mettl3* heterozygous mice showed no obvious abnormalities.

### Generation of *Fto* and *Mettl3* cortical-specific conditional knockout mice

Floxed *Fto* and *Mettl3* transgenic mice (C57/BL6 × 129 background) were bred with *Emx1-Cre* mice (C57/BL6 background) to generate *F*-cKO and *M*-cKO mice.

For staging of embryos, midday of the day of vaginal plug formation was considered embryonic day 0.5 (E0.5), and the first 24 h after birth was defined as postnatal day 0 (P0). Animal use was overseen by the animal facility at the Huaqiao University, and was performed according to the institutional ethical guidelines for animal experiments.

Mouse tail tip biopsies were used for genotyping by PCR using the following primers: *Cre*, 5’-TAAAGATATCTCACGTACTGACGGTG-3’ and 5’-TCTCTGACCAGAGTCATCCTTAGC-3’ (product size: 300 bp); *Mettl3*, 5’-ACACGCTCACATTCCTTAGTTAC-3’ and 5’-TCTGTTTTCTGAATCCTCTTTTG-3’ (product sizes: 434 bp from the floxed allele and 376 bp from the wild-type allele); *Fto*, 5’-AGAGTACCTGAATGCTTCAGGGTT-3’ and 5’-ATCTTCAACACAAACAAAAAAATC-3’ (product sizes: 300 bp from the floxed allele and 255 bp from the wild-type allele).

### Reverse transcription PCR (RT-PCR)

Total RNA was isolated using TRIzol LS Reagent (Life Technologies, USA). One microgram total RNA was used for reverse transcription using High-Capacity Cdna Reverse Transcription Kit (ThermoFisher, Waltham, MA). Primers used in this study were as following.

*M*-cKO-Exon1: 5’-TTCATCTTGGCTCTATCCGGC-3’; 5’-ATAGAGCTCCACGTGTCCGA-3’; *M*-cKO-Exon2-3: 5’-TCTCAGATCTGGCCTTGACC-3’; 5’-TTGGAGTGGTCAGCGTAAGT-3’; *M*-cKO-Exon3-4: 5’-GCTGTGGCAGAAAAGAAAGGTC-3’; 5’-CTGTTCCTTGGCTGTTGTGGTA-3’; *F*-cKO-Exon1-2: 5’-GACACTTGGCTTCCTTACCTG-3’; 5’-CTCACCACGTCCCGAAACAA-3’; *F*-cKO-Exon2-3: 5’-TTCATGCTGGATGACCTCAATG-3’; 5’-GCCAACTGACAGCGTTCTAAG-3’; U6: 5’-ATGGGTCGAAGTCGTAGCC-3’; 5’-TTCTCGGCGTCTTCTTTCTCG-3’.

### BrdU labeling assay

Time-pregnant females were injected intraperitoneally with a single pulse BrdU (Sigma-Aldrich, St Louis, MO, USA) (50 μg/g body weight) at E13.5 and E15.5. Brain tissues were collected after 1 h and followed with BrdU antibody staining.

### Tissue preparation and immunohistochemistry

Mouse brains were fixed in 4% PFA in phosphate-buffered saline (PBS) overnight, incubated in 25–30% sucrose in PBS, embedded in OCT (SAKURA, USA), and stored at –80 °C until use. Brains were sectioned (14–16 μm) using a cryostat. For antigen recovery, sections were incubated in heated (95–100 °C) antigen recovery solution (1 mM EDTA, 5 mM Tris, pH 8.0) for 15–20 min, and cooled down for 20–30 min. Before applying antibodies, sections were blocked in 10% normal goat serum in PBS with 0.1% Tween-20 (PBT) for 1 h. Sections were incubated with primary antibodies at 4 °C overnight and visualized using goat anti-rabbit IgG–Alexa-Fluor-488 (Jackson ImmunoResearch, UK) and/or goat anti-mouse IgG–Alexa-Fluor-546 (Jackson ImmunoResearch, UK) (1:300, Molecular Probes) for 1.5 h at room temperature. Images were captured using a Leica digital camera under a fluorescent microscope (Leica DMI6000B).

Primary antibodies against the following antigens were used: BrdU (1:100) (Abcam, UK), Ki67 (1:300) (Abcam, UK), Sox2 (1:100) (Santa Cruz Biotechnology, USA), Pax6 (PRB-278P, 1:200, BioLegend), Tbr1 (1:2,000) (Abcam, UK), Tbr2 (1:500) (Abcam, UK), NeuN (1:3,000) (Abcam, UK), Satb2 (1:500) (Abcam, UK), Caspase3 (1:100, Abcam), and DAPI (D9542, 1:1000, Sigma), also see Supplementary Table S14.

### Nissl staining

Brain sections (14 μm) were processed through incubation in the following solutions in this order: 100% ethanol (30 s), 95% ethanol (30 s), distilled water (30 s, twice), cresyl violet (Sigma-Aldrich, St Louis, MO, USA) (3–5 min), distilled water (2 min, three times), 50% ethanol (2 min), 95% ethanol (5–30 min), 100% ethanol (5 min, twice), and xylene (MACKLIN, Shanghai, China) (3 min, twice). Thereafter, the sections were mounted with a coverslip.

### Cell counting in the cortical wall

Coronal brain sections of medial cortical regions (between the anterior commissure and the anterior hippocampus) were collected. At least four sections from each brain and three different mouse litters were selected for antibody labeling. Positive cells were quantified in fixed areas of 75, 350, 200, and 300 mm bins for E13.5, E15.5, P0, and P14 cortices, respectively. The statistical results were plotted using Graphpad Prism 7.

### RNA sequencing (RNA-seq)

One microgram total RNA per sample was used for sequencing library preparation using the NEBNext^®^ UltraTM RNA Library Prep Kit from Illumina^®^ (NEB, USA) following manufacturer’s instructions, and index codes were added to attribute sequences to each sample. PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina, USA). The library preparations were sequenced on an Illumina Novaseq platform and 150 bp paired-end reads were generated.

Raw data (raw reads) of fastq format were processed through in-house perl scripts. Clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low quality reads. All downstream analyses were based on the clean data. Paired-end clean reads were aligned to the reference genome using Hisat2 v2.0.5. Raw data were deposited in Gene Expression Omnibus (GEO) under the series number GSE154992. Index of the reference genome was built using Hisat2 v2.0.5.

### Ribosome sequencing (Ribo-seq)

Three E15.5 mouse cerebral cortical samples from 1 L were treated with lysis buffer with cycloheximide (50 mg/mL) to acquire the lysate. The tissue lysate was treated with unspecific endoribonuclease RNase I (Ambion, USA). Following PAGE purification, both ends of RPFs were phosphorylated and ligated with 5’ and 3’ adapters. The fragments were then reversely transcribed to cDNAs, amplified by PCR, and subjected for sequencing.

TopHat2 was used for genome mapping in Ribo-seq. Quantification of mapped results to the gene level was carried out using HTSeq. “Reads Per Kilobase of transcript per Million mapped reads” (RPKM) values were generated to represent the gene expression level of each specific gene.

TE was calculated as the ratio of RPKM in Ribo-seq to RPKM in RNA-seq. Differential TE analysis was performed using RiboDiff for samples with biological replicates. The expression distribution map was drawn using ggplot2 R package.

### Quantification of integrative genomics viewer (IGV)

In RNA-seq and Ribo-Seq, RPKM values of the triad sequencing results in each group were collected from three samples. The average RPKM value of three samples in the control group was used as the common denominator, and average RPKM values in the *M*-cKO, *F*-cKO, and control were used as the numerator for normalization. All results are presented as mean ± standard error of the mean (SEM).

### Statistical analysis

All experiments using mouse brains were repeated at least with three biological replicates. Non-normally distributed continuous data were presented as medians with interquartile range and compared using the Mann–Whitney *U* test. The survival data were analyzed by the Kaplan–Meier test. All results were presented as mean ± SEM *P* values were determined by the unpaired Student’s *t*-test, and *P* values < 0.05 were considered significant. The resulting *P* values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with |log2 (Fold Change)| > 0 and *P*_adj_ < 0.05 were assigned as differentially expressed.

## Supplementary information

Supplementary Figures

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

Supplementary Table S10

Supplementary Table S11

Supplementary Table S12

Supplementary Table S13

Supplementary Table S14

## Data Availability

All high-throughput sequencing data generated in this study (RNA-seq and Ribo-seq) have been deposited in GEO (Accession number GEO: GSE154992).

# Supplementary material for: Distinct roles of Fto and Mettl3 in controlling development of the cerebral cortex through transcriptional and translational regulations
**Source:** Cell Death Dis. 2021 Jul 14;12(7):700. doi: 10.1038/s41419-021-03992-2
**Supplement:** Supplementary file 1 — Supplementary Figures

## **Supplementary data**

### **Distinct roles of Fto and Mettl3 in controlling development of the cerebral cortex through transcriptional and translational regulations**

**Kunzhao Du<sup>1,#</sup>, Zhen Zhang<sup>2,#</sup>, Zhiwei Zeng<sup>1</sup>, Jinling Tang<sup>1</sup>, Trevor Lee<sup>3</sup> and Tao Sun<sup>1,\*</sup>**

#These authors contributed equally to this work.

**Running title:** Mettl3 and Fto control cortical development.

## Supplementary Figures

**Figure S1**

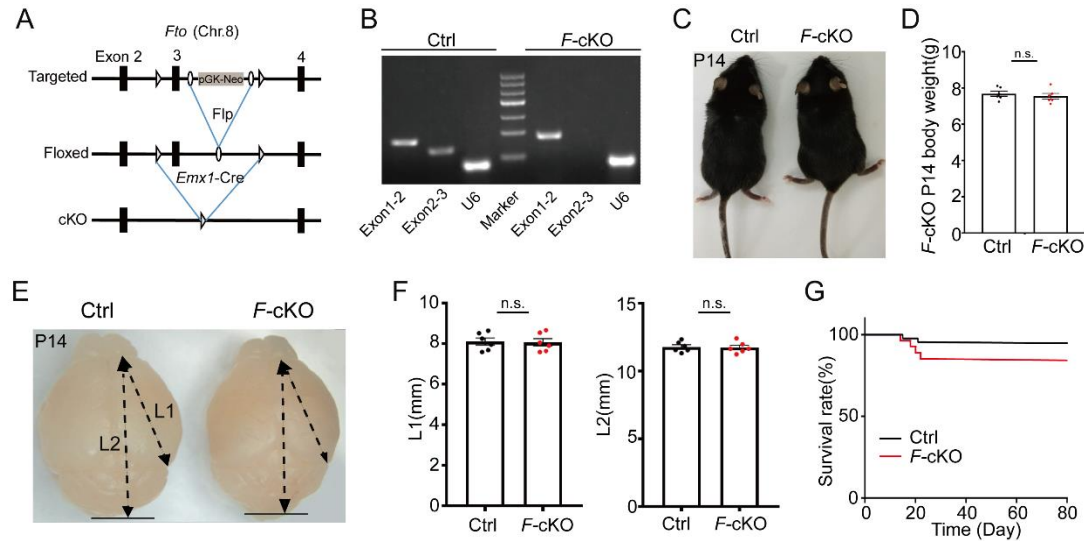

**Figure S1.** Cortical specific knockout of *Fto* doesn't cause detectable brain defects. **(A)** Strategy of generating cortical specific *Fto* knockout mice, named *F-cKO*, depletion of *Fto* gene in the cerebral cortex by breeding floxed *Fto* mice with *Emx1-Cre* mice. **(B)** The knockout efficiency was detected by reverse transcription PCR using RNA from E13.5 control (Ctrl) and *F-cKO* mouse cerebral cortices. **(C and D)** Body weight of *F-cKO* mice at P14 was not changed compared to the Ctrl. **(E and F)** The brain size was not changed in *F-cKO* mice at P14. "L1" represents the cortical length, and "L2" represents the brain length. **(G)** Survival curve of Ctrl (n = 48) and *F-cKO* (n = 24) pups. Scale bar: 1mm. Error bars indicate the s.e.m. (six independent samples). *P*-values were calculated by Student's t-test between Ctrl and *F-cKO*. *P*-values: n.s.: non-significant.

**Figure S2**

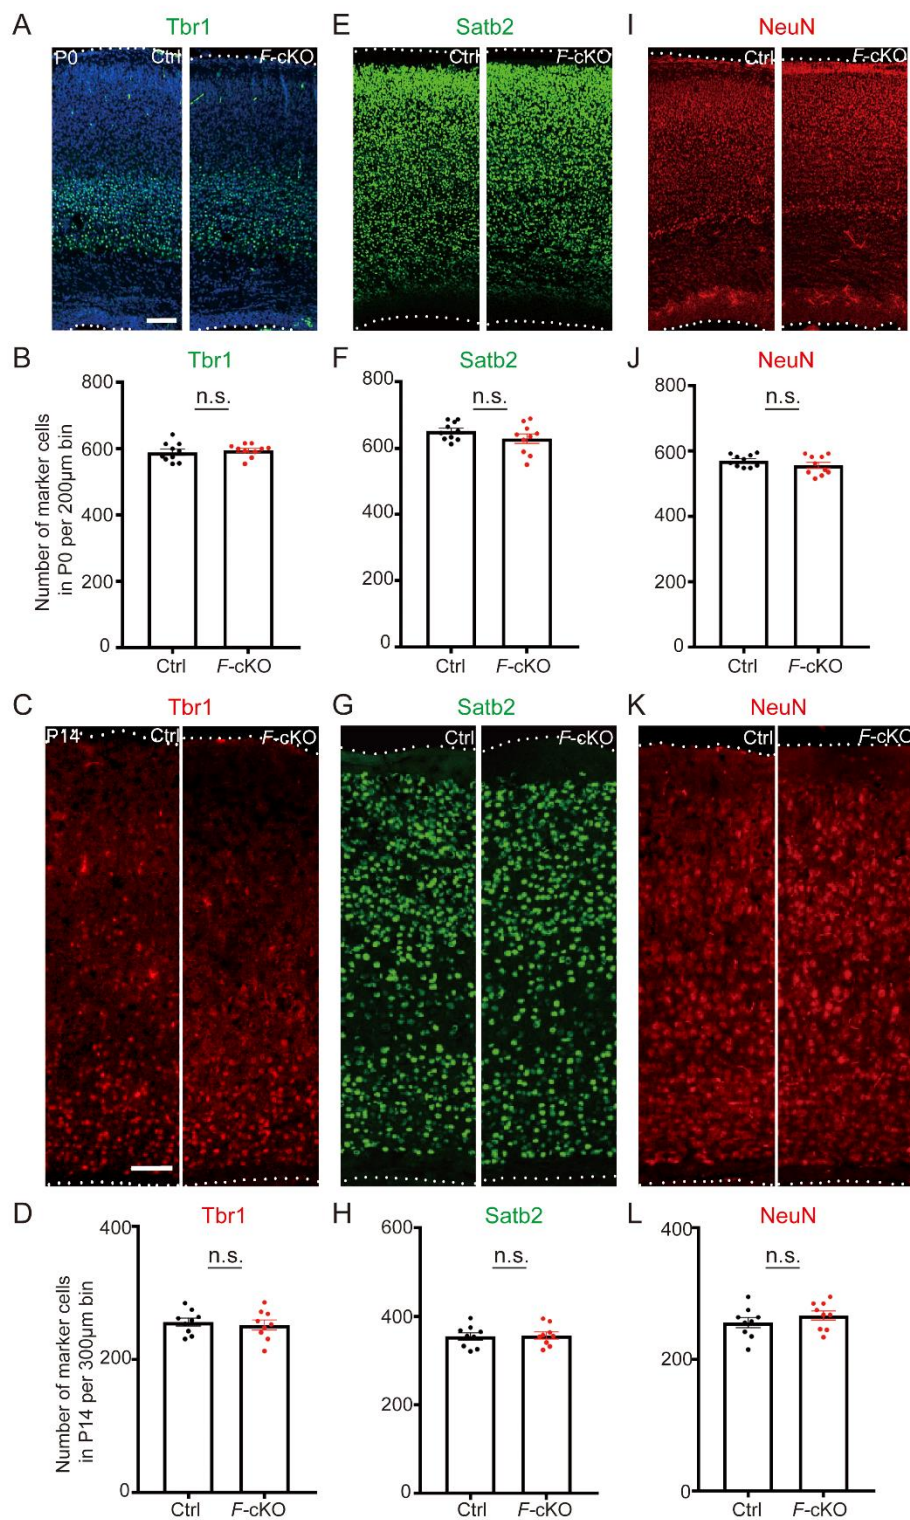

**Figure S2.** Deletion of *Fto* in the cerebral cortex does not alter neuronal production.

(A-D) The numbers of Tbr1<sup>+</sup> neurons were not changed in P0 (A, B) and P14 (C, D) *F-*

cKO cortices, compared to controls (Ctrl). **(E-H)** The numbers of Satb2<sup>+</sup> neurons were not changed in P0 (E, F) and P14 (G, H) *F*-cKO cortices, compared to the Ctrl. **(I-L)** The numbers of NeuN<sup>+</sup> neurons were not changed in P0 (I, J) and P14 (K, L) *F*-cKO cortices, compared to the Ctrl. Scale bars: 100μm. Error bars indicate the s.e.m. (five independent samples). *P*-values were calculated by Student's t-test between Ctrl and *F*-cKO. *P*-values: n.s.: non-significant.

**Figure S3**

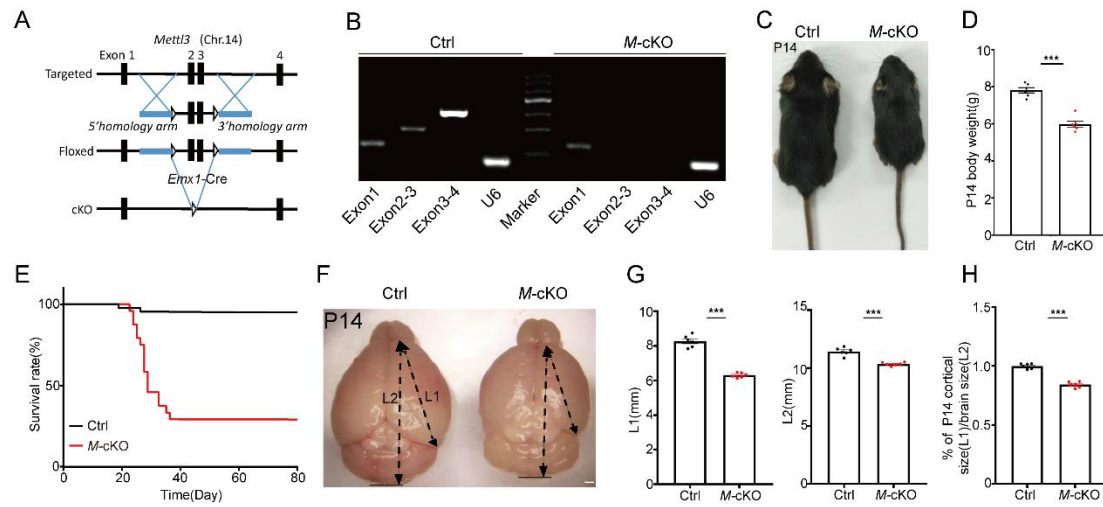

**Figure S3.** Cortical specific knockout of *Mettl3* results in significant reduction of body and brain size. **(A)** Strategy of generating cortical specific *Mettl3* knockout mice, named *M-cKO*, depletion of *Mettl3* gene in the cerebral cortex by breeding floxed *Mettl3* mice with *Emx1-Cre* mice. **(B)** The knockout efficiency was detected by reverse transcription PCR using RNA from E13.5 control (Ctrl) and *M-cKO* mouse cerebral cortices. **(C and D)** Body weight of *M-cKO* mice at P14 was significantly reduced compared to the Ctrl. **(E)** Survival curve of Ctrl (n = 48) and *M-cKO* (n = 23) pups. **(F and G)** The brain size was reduced in *M-cKO* mice at P14. "L1" represents the cortical length, and "L2" represents the brain length. **(H)** The percentage of P14 cortical size (L1)/Brain size (L2). "L1" represents the cortical length, and "L2" represents the brain length. Scale bars: 1mm. Error bars indicate the s.e.m. (six independent samples). *P*-values were calculated by Student's t-test between Ctrl and *M-cKO*. *P*-values: \*\*\* *P* < 0.001.

**Figure S4**

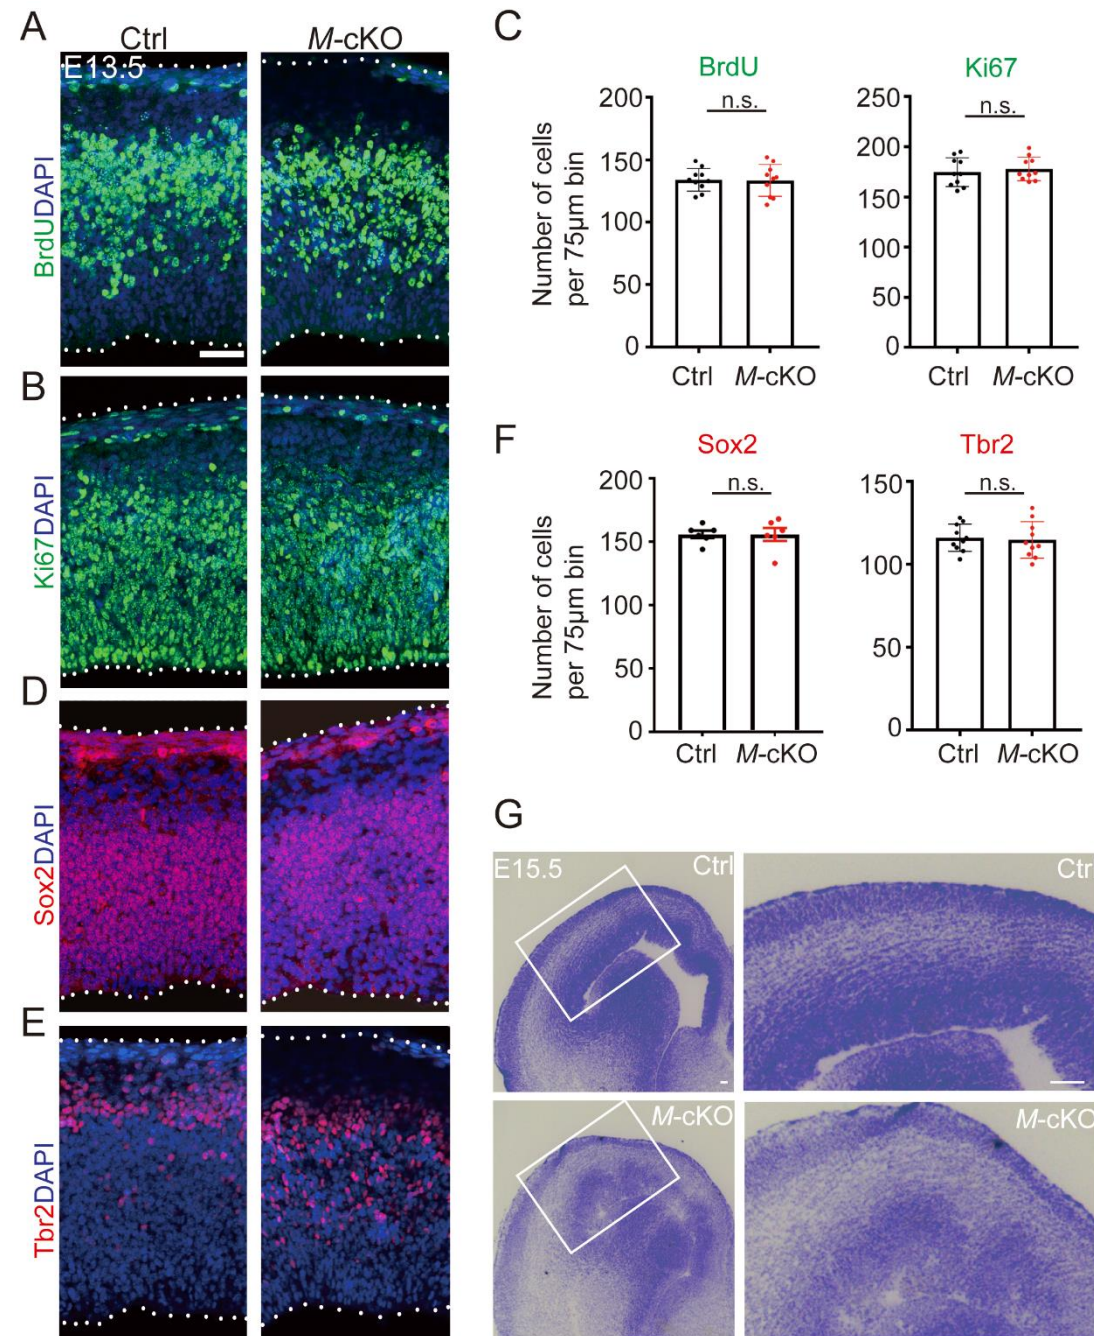

**Figure S4.** Knockout of *Mettl3* in E13.5 and E15.5 cerebral cortices. **(A-C)** The numbers of BrdU<sup>+</sup> and Ki67<sup>+</sup> cells were not changed in M-cKO cortices, compared to controls (Ctrl). **(D-F)** The numbers of Sox2<sup>+</sup> and Tbr2<sup>+</sup> neural progenitors were not changed in M-cKO cortices, compared to the Ctrl. **(G)** Nissl staining of E15.5 Ctrl and M-cKO mouse brain sections. Regions in white boxes are shown at a higher

magnification (right). Scale bars: 100 $\mu$ m. Error bars indicate the s.e.m. (five independent samples). *P*-values were calculated by Student's t-test between Ctrl and *M*-cKO. *P*-values: n.s.: non-significant.

**Figure S5**

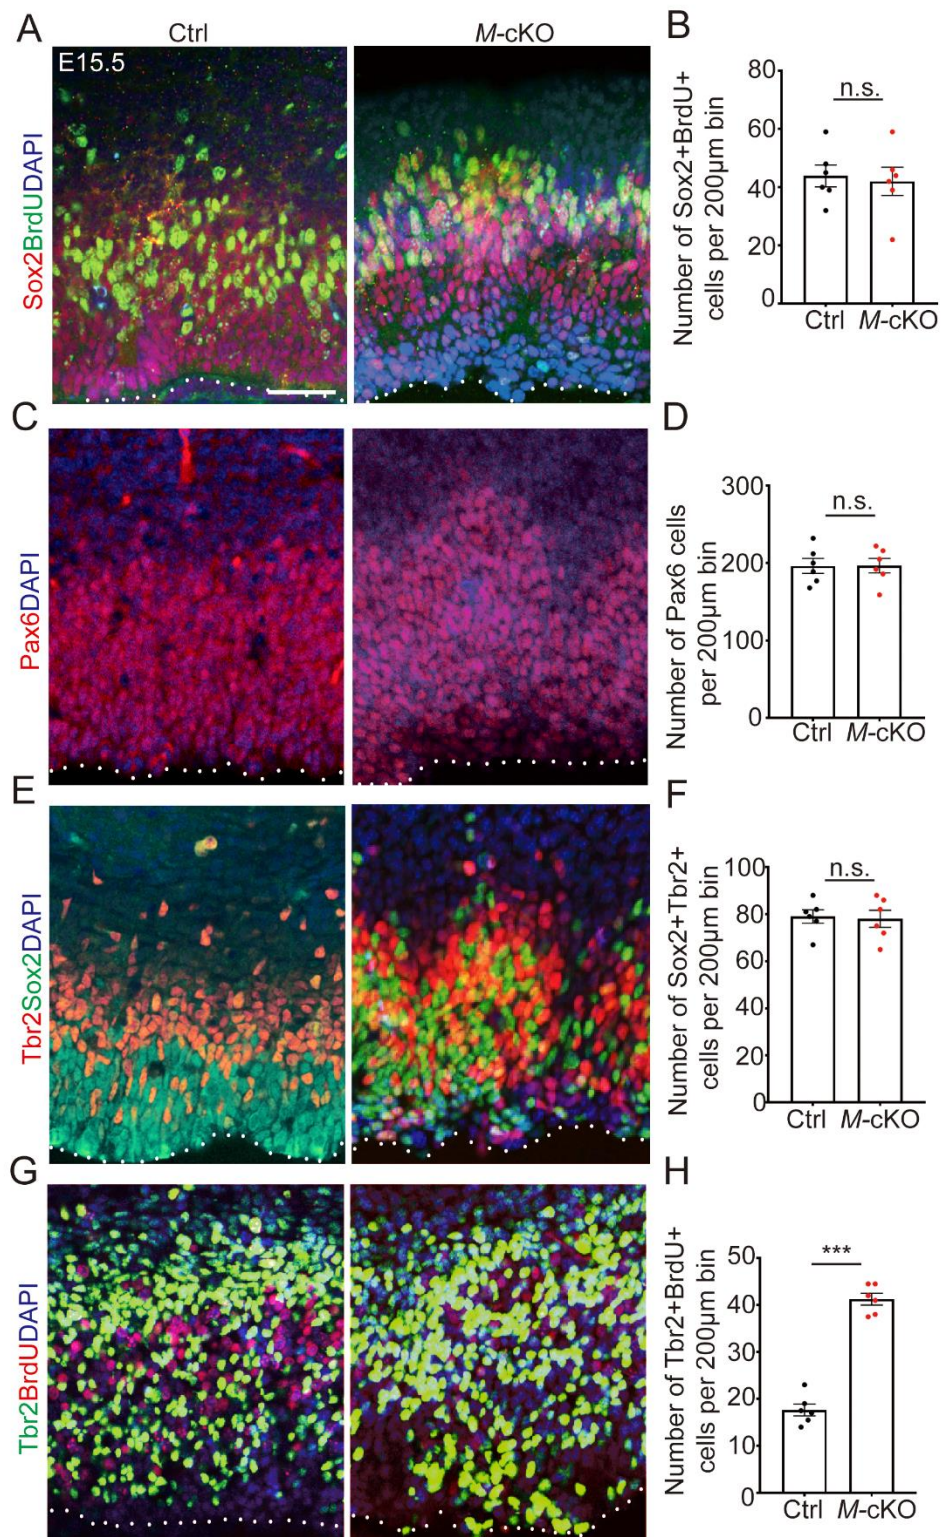

**Figure S5.** The deletion of *Mettl3* resulted in expanded intermediate progenitors (IPs) in the cerebral cortex of E15.5 mice. **(A-B)** The numbers of Sox2<sup>+</sup>BrdU<sup>+</sup> proliferating

RGCs were not changed in *M*-cKO cortices. **(C-D)** The numbers of Pax6<sup>+</sup> RGCs were not changed in *M*-cKO cortices. **(E-F)** The numbers of Sox2<sup>+</sup>Tbr2<sup>+</sup> cells, reflecting a transition from radial glial cells (RGCs) to IPs, were not changed in *M*-cKO cortices. **(G-H)** The numbers of Tbr2<sup>+</sup>BrdU<sup>+</sup> proliferating IPs were increased in *M*-cKO cortices, compared to the controls (Ctrl). Scale bar: 50μm. Error bars indicate the s.e.m. (six independent samples). *P*-values were calculated by Student's t-test between Ctrl and *M*-cKO. *P*-values: n.s.: non-significant; \*\*\* *P* < 0.001.

**Figure S6**

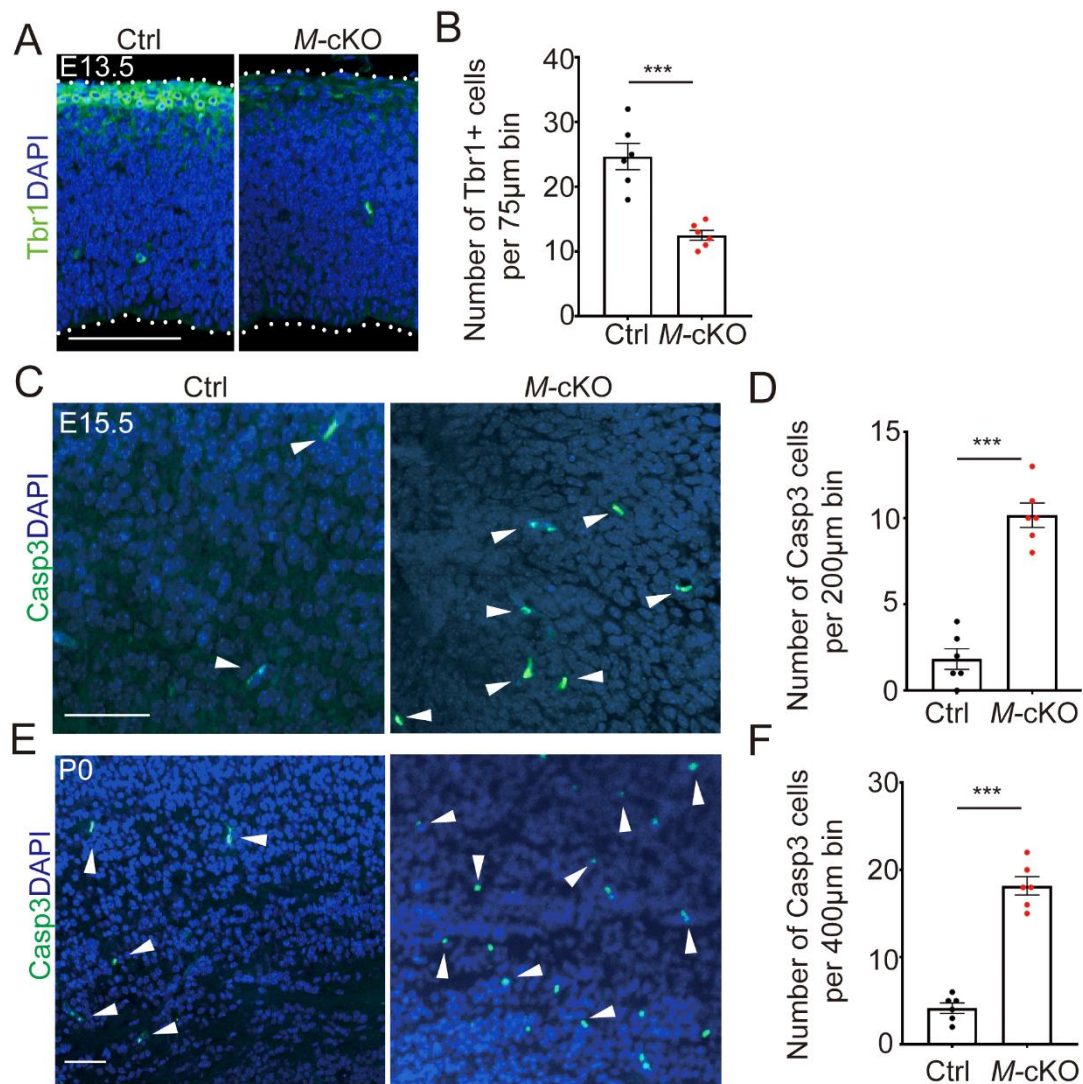

**Figure S6.** The deletion of *Mettl3* promotes cell apoptosis in the cerebral cortex. **(A-B)** The numbers of Tbr1<sup>+</sup> deep layer neurons were reduced in E13.5 *M-cKO* cortices, compared to the controls (Ctrl). **(C-F)** The numbers of Casp3<sup>+</sup> apoptotic cells were increased in E15.5 (**C** and **D**) and P0 (**E** and **F**), compared to the Ctrl. Arrowheads indicate apoptotic cells. Scale bars: 50μm. Error bars indicate the s.e.m. (six independent samples). *P*-values were calculated by Student's t-test between Ctrl and *M-cKO*. *P*-values: \*\*\*  $P < 0.001$ .

**Figure S7**

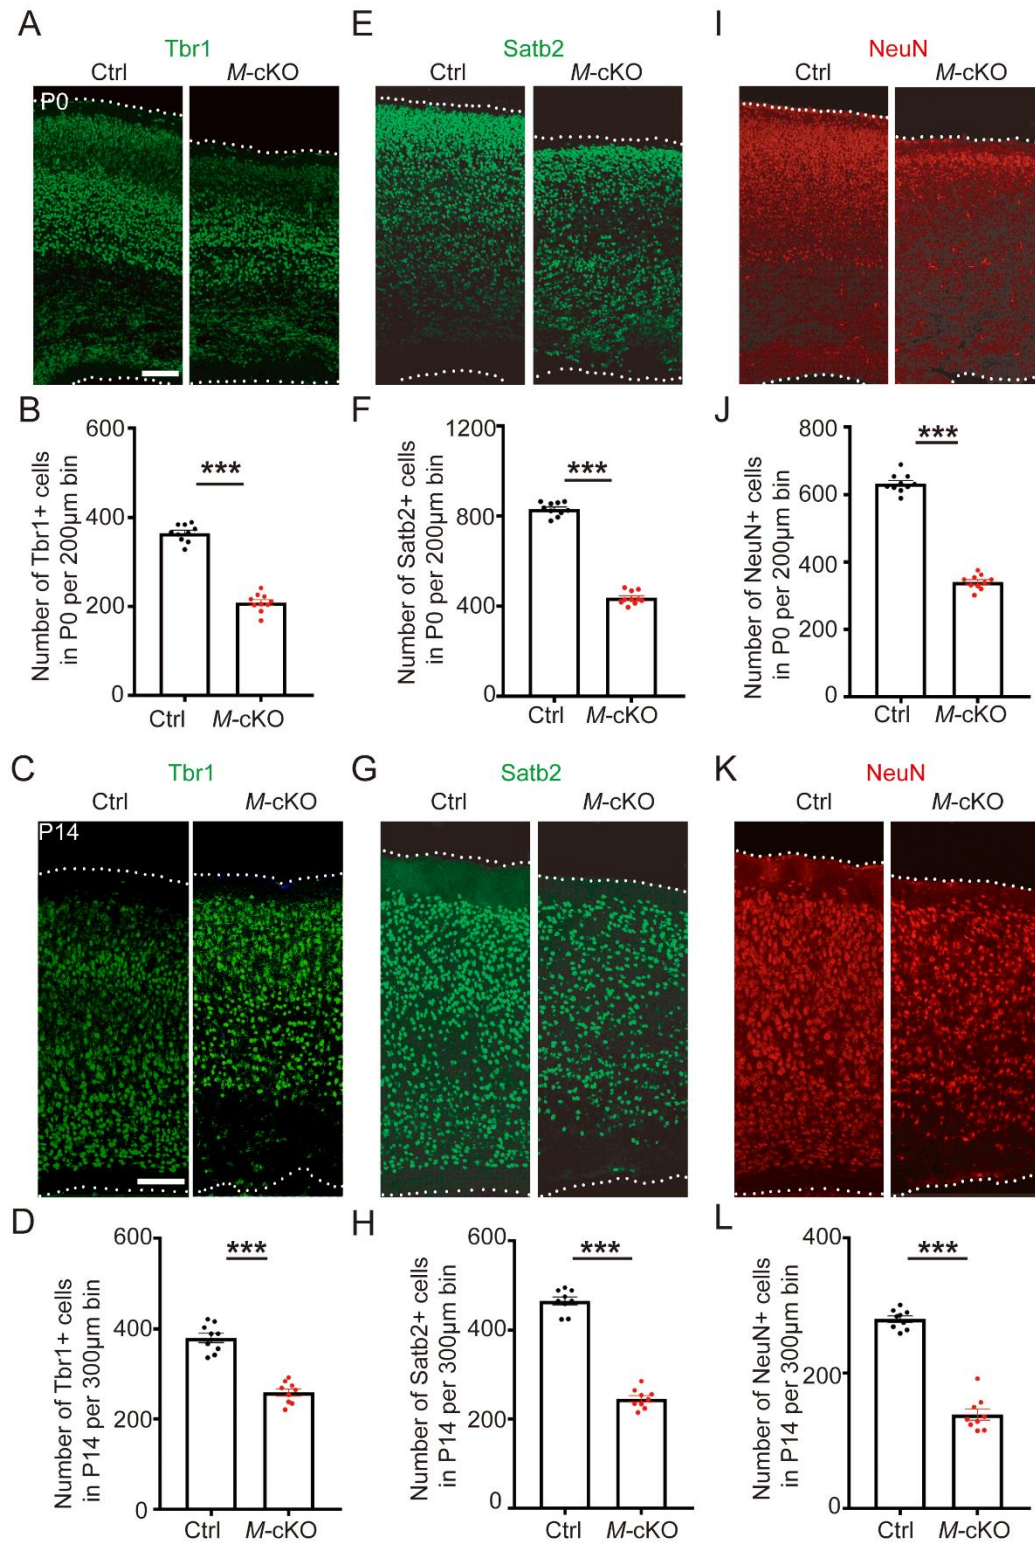

**Figure S7.** Cortical deletion of *Mettl3* results in decreased neuronal production. (A-D)

The numbers of Tbr1<sup>+</sup> neurons were reduced in P0 (A, B) and P14 (C, D) *M-cKO*

cortices, compared to the control (Ctrl). **(E-H)** The numbers of Satb2<sup>+</sup> neurons were reduced in P0 (E, F) and P14 (G, H) *M-cKO* cortices, compared to the control. **(I-L)** The numbers of NeuN<sup>+</sup> neurons were reduced in P0 (I, J) and P14 (K, L) *M-cKO* cortices, compared to the Ctrl. Scale bars: 100μm. Error bars indicate the s.e.m. (six independent samples). *P*-values were calculated by Student's t-test between Ctrl and *M-cKO*. *P*-values: \*\*\* *P* < 0.001.

**Figure S8**

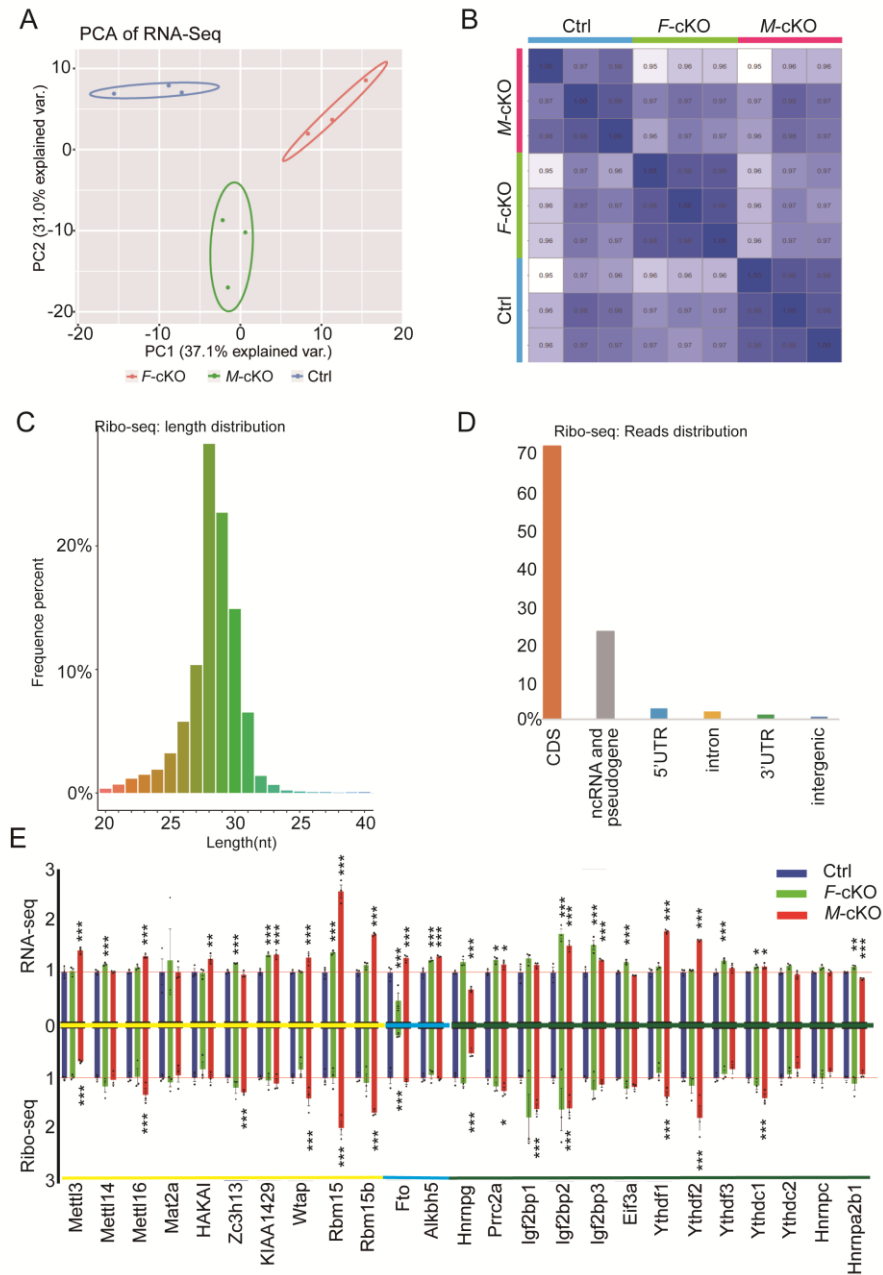

**Figure S8.** Sequencing quality control of RNA-seq and Ribo-seq. **(A and B)** Both principal component analysis (PCA) **(A)** and Pearson correlation coefficient **(B)** showed good repeatability in three replicate samples in RNA-seq. **(C)** Volcano map of up- and down-regulated genes in *F*-cKO cortices, compared to the control (Ctrl), detected by RNA-seq. **(D)** Sequencing length distribution and RNA transcript locations detected by Ribo-seq. **(E)** Expression quantifications of major components in m<sup>6</sup>A

Methylation in E15.5 control (Ctrl), *F*-cKO and *M*-cKO cortices detected by RNA-seq and Ribo-seq. “Writers” (yellow), “erasers” (blue) and “readers” (green) are illustrated. Error bars indicate the s.e.m. (three independent samples). *P*-values were calculated by Student’s t-test between Ctrl and *F*-cKO or Ctrl and *M*-cKO. *P*-values: \*  $P < 0.05$ ; \*\*  $P < 0.01$ ; \*\*\*  $P < 0.001$ .

**Figure S9**

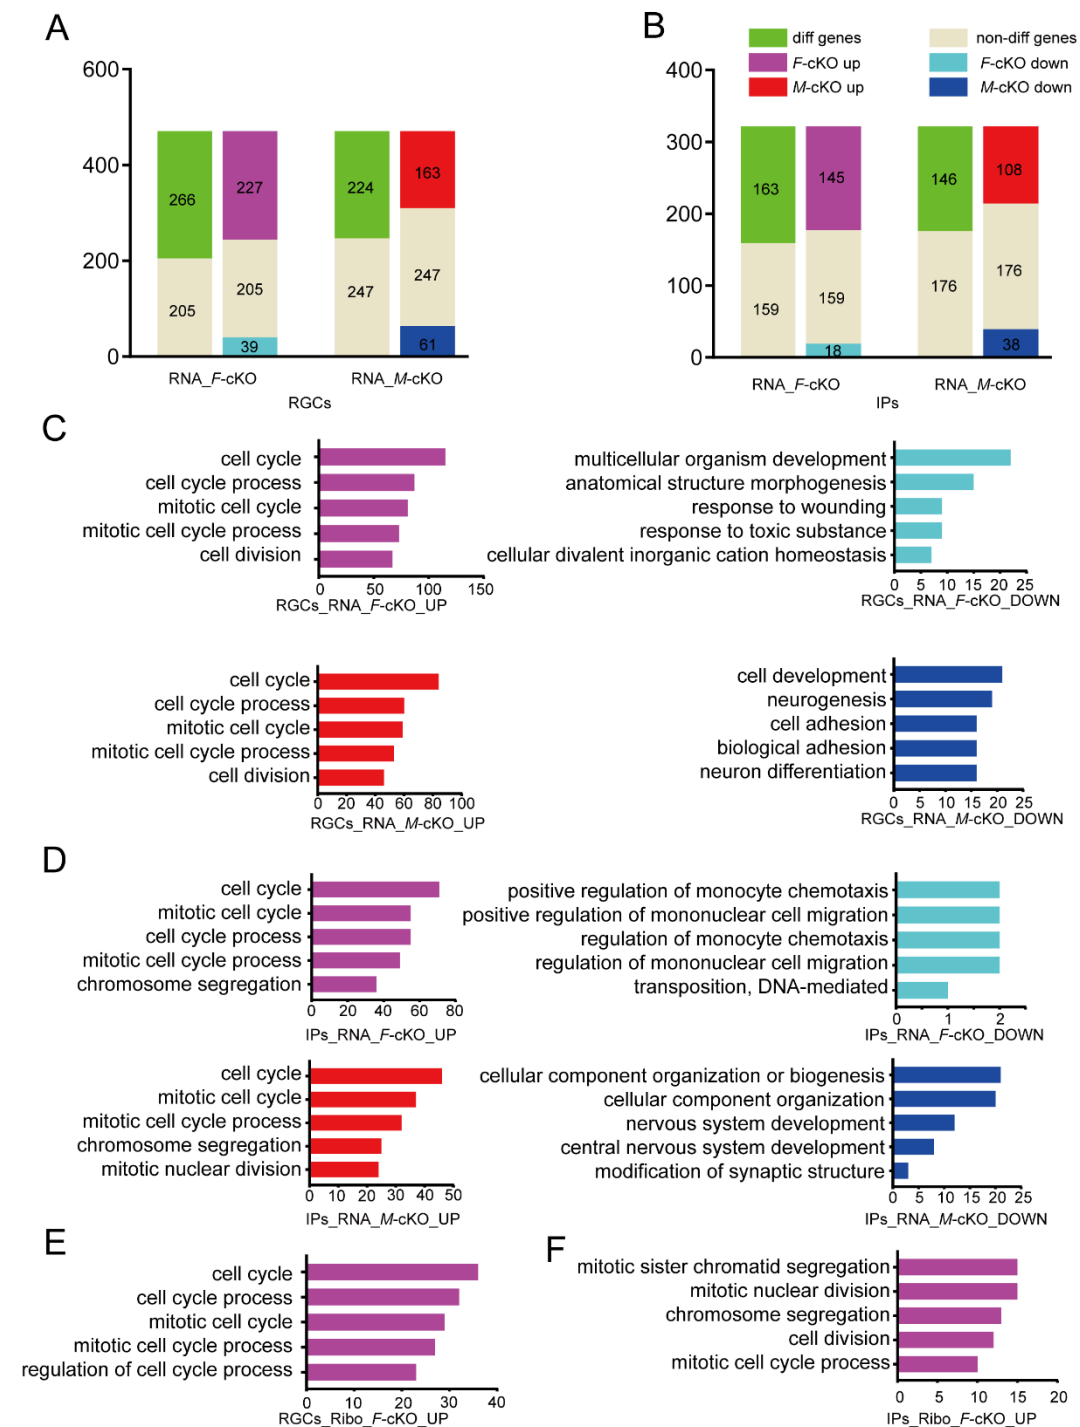

**Figure S9.** Different expressions of RGCs and IPs gene pools in *Mettl3* and *Fto* deletion. (A and B) RGCs (A) and IPs (B) gene pool expression at transcriptome sequencing after *Mettl3* and *Fto* deletion. Diff genes: the number of genes that are significantly different, non-diff genes: the number of genes with no significant difference, *F*-cKO up

and *M*-cKO up: the number of genes that are up-regulated in *F*-cKO and *M*-cKO, *F*-cKO down and *M*-cKO down: the number of genes that are down-regulated in *F*-cKO and *M*-cKO. (**C** and **D**) GO analyses showed top biological process enriched terms of RGCs (**C**) and IPs (**D**) under different regulatory conditions in RNA-seq. The color of (**C**) corresponds to that of (**A**), (**D**) corresponds to (**B**). (**E** and **F**) GO analyses showed top biological process enriched terms in RGCs (**E**) and IPs (**F**) in up-regulated genes in *F*-cKO cortices detected by Ribo-seq.

How the deposited data were processed for this re-analysis (not part of the article)

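RNA-seq and Ribo-seq were analysed from E15.5 cortices of Ctrl, *F*-cKO and *M*-cKO mice, with 3 libraries per group in each assay and 18 libraries in all. Libraries were assigned to groups by the sample labels (genotype, age and assay), which carry replicate numbers 1 to 3. For RNA-seq, the authors aligned 150 bp paired-end reads with Hisat2 v2.0.5 and deposited read counts per gene, and the tool that made these counts is not stated. The RNA-seq FPKM values were computed by the authors from the same reads and were used as deposited. For Ribo-seq, the authors removed adapters, mapped fragments with TopHat2 and counted them per gene with HTSeq to give the deposited counts. The Ribo-seq RPKM values were made by the authors from these counts, by gene length and mapped reads, and were used as deposited. The annotation and the genome build are not stated for either assay. Gene symbols, biotypes and neighbouring genes were taken from the RefSeq annotation of mouse assembly GRCm38.p6, which was used for nothing else. Symbols matched 54723 of 55153 genes of the RNA-seq table, 315 loci of that table have no Ensembl identifier, and 13979 of the Ribo-seq genes used could be given a biotype by symbol.

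The depth per library is given with each assay above. The most deeply counted RNA-seq library had 1.22 times the reads of the least, compared with 3.27 times in Ribo-seq. In the Ribo-seq count table most genes have a value in 1 library and blanks in the other 8. Of the 40490 such genes, 26126 have an RPKM above 0. They were left out of the main analysis. As an alternative, 21551 of the 40490 genes were filled with counts computed from RPKM, which hold 0.262% of the fragments. Blank genes above 0 that could not be filled numbered 6976. Together these numbers exceed 26126, so they do not split the genes with an RPKM above 0.

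Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and each comparison (*F*-cKO with Ctrl, *M*-cKO with Ctrl, *M*-cKO with *F*-cKO) was fitted over its own 6 libraries with the quasi-likelihood test. *P* values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, and a gene with an adjusted *P* below 0.05 was called changed, with no limit on the fold change. Differential TE was the interaction of assay and genotype in the same kind of model over 12 libraries. RiboDiff was not run. TE levels were computed from the ratio of mean Ribo-seq RPKM to mean RNA-seq FPKM, without a test. RGC and IP lists were taken from Supplementary Tables S11 and S12, and were tested as sets with camera (limma 3.58.1, correlation between genes 0.01) and fry. Values of single genes were expressed as ratios to the Ctrl mean, with a two-sided exact permutation test, for which 0.1 is the smallest *P* that 3 against 3 libraries allow. Genes named in the text are all genes the paper names as measured by RNA-seq or Ribo-seq, the genes of its immunostaining, and for each comparison with Ctrl the 3 genes with the smallest adjusted *P* in each direction among those whose 3 knockout libraries all lie beyond all Ctrl libraries. Some genes that this rule covers are not reported here. Genes named outside this rule are members of marker lists or were chosen after their values were seen.

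The tests were tested on simulated data with the depth and spread of each comparison, in which 100 genes were changed 2-fold and 100 were changed 4-fold. All other genes were left unchanged, and each gene varied independently. In the real data many genes moved together in Ribo-seq *F*-cKO replicate 2. The rates therefore describe the tests in such data and are not the power of the real comparisons. Changes of 4-fold were called for 93 genes in RNA-seq *F*-cKO, 98 in RNA-seq *M*-cKO, 41 in Ribo-seq *F*-cKO, 89 in Ribo-seq *M*-cKO, 64 for TE in *F*-cKO and 93 for TE in *M*-cKO. None was called in the wrong direction, and between 3 and 23 unchanged genes were called per comparison. The effect of the shared Ctrl libraries on the overlap of both knockouts was measured with 10 simulated datasets per assay.

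Alternatives were DESeq2 1.42.0 in place of edgeR, RLE in place of TMM scaling, no filter on low counts, all 9 libraries in a single fit, the replicate number as a block, each library left out in turn, and for Ribo-seq and TE protein-coding genes only. For TE levels they were a minimum FPKM, pseudocounts of 0.1 and 1, and a distance from a TE of 1. For the share of gene classes, mitochondrial genes or the 10 genes with most counts were left out. Filling blank genes, leaving out libraries with DESeq2 and leaving out the 10 genes with most counts were added after the data were seen. Marker lists were examined for erythroid cells, meninges, epidermis, skeletal muscle, liver, choroid plexus, endothelium, microglia, ganglionic eminence, ganglionic eminence with striatum, thalamus, cartilage, excitatory neurons, proteins made at the endoplasmic reticulum, sex, histones and embryonic globins.

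GO and KEGG enrichment were not rerun. In the supplementary tables as used here long gene lists are cut off, so only terms and pathways whose genes are given in full were looked up. Footprint length, the position of footprints within transcripts, reads over the deleted exons, and the immunostaining experiments were not analysed here.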

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

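The results below are signals in genes that the paper did not analyse. All tests in this part were set before their results were seen.

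In Ribo-seq *F*-cKO replicate 2, mRNAs of membrane and secreted proteins were far higher than in the other 8 libraries. The median log2 ratio to these libraries was 1.943 for 184 solute carrier genes of the *Slc* families other than *Slc25*, and 87.5% of them were over 2-fold, compared with a median of −0.025 and 20.1% among all genes. With RLE scaling the median was 1.948. For the 38 *Slc25* genes, whose mitochondrial proteins are made in the cytosol, the median was 0.02. In RNA-seq *F*-cKO replicate 2 the 233 carriers other than *Slc25* measured there had a median of −0.051. The tables argue against an effect of *Fto* knockout, since the higher of the medians in *F*-cKO replicates 1 and 3 was −0.196, and against the low number of counts, since *M*-cKO replicate 2, the library with the next lowest total, had −0.02. They also argue against cells of erythroid tissue, skeletal muscle, epidermis or liver, since among markers of erythroid cells, skeletal muscle, epidermis and liver the highest median was 0.241 (skeletal muscle), with −0.60 for erythroid cells, −1.20 for epidermis and −3.41 for liver. Markers of endothelium (4.01), cartilage (3.38), meninges (2.42), choroid plexus (1.83) and microglia (1.57) were higher in that library, and these lists are rich in membrane and secreted proteins, so cells of these kinds are not excluded by this test. A list of 5 proteins made at the endoplasmic reticulum had 2.99. Fuller recovery of ribosomes bound to the endoplasmic reticulum in that library is what the split between *Slc25* and the other carriers would show, and remains open as a technical explanation. The protocol steps that differ between libraries are not known.

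Genes of the ganglionic eminence and striatum were higher in *M*-cKO, and in RNA-seq also in *F*-cKO. The median log2 fold change of *Isl1*, *Ebf1*, *Six3* and *Gsx2* was 2.39 in RNA-seq, and all 4 genes lay above Ctrl in all *M*-cKO libraries. In Ribo-seq *M*-cKO the median was 2.40, in RNA-seq *F*-cKO it was 1.57, with all 4 genes above Ctrl in all libraries and called, and in Ribo-seq *F*-cKO it was 0.389, with none of the 4 genes above Ctrl in all libraries. A wider list of ganglionic eminence markers, which includes genes of migrating interneurons, had a median of 0.97 in RNA-seq *M*-cKO. A lower share of cells of the *Emx1* lineage is argued against by some markers of other cells outside that lineage, which did not rise by a like amount. Their medians were −0.005 for endothelium, 0.101 for microglia, 0.219 for erythroid cells and 0.087 for meninges. Markers of thalamus (0.468) and choroid plexus (0.967) were also higher in RNA-seq *M*-cKO and do not argue against it. Those of choroid plexus ranged from −1.688 to 1.619 among Ctrl libraries. Tissue of the ganglionic eminence in the *M*-cKO samples would give the higher values of its markers and stays open. A change of gene expression within cortical cells after knockout of *Mettl3* was not tested and stays open as well.

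The embryonic globin genes *Hba-x* and *Hbb-y* were higher in both knockouts. Their median log2 fold change in RNA-seq was 3.387 in *F*-cKO and 2.435 in *M*-cKO, and in Ribo-seq it was 3.03 and 2.68. Counts are low, and the spread is large. *Hbb-y* in RNA-seq had a mean of 20.0 ± 25.0 CPM (SD) in *F*-cKO, of which replicate 3 alone had 48.9, compared with a mean of 0.72 in Ctrl, whereas in Ribo-seq replicate 3 was the lowest *F*-cKO library. Erythroid markers as a whole had a median of −0.354 in *F*-cKO and 0.219 in *M*-cKO, so more blood in *F*-cKO is not seen. The genotype of the embryos remains an untested biological explanation, although the paper describes the *Emx1* promoter as restricted to the cerebral cortex. An earlier stage of the knockout embryos, examined below, stays open as well.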

How the results depend on the processing

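Most alternatives were set before the data were examined. Filling blank Ribo-seq genes from RPKM and leaving out libraries with DESeq2 were chosen after the data were seen. Leaving out the genes that hold most Ribo-seq counts was also chosen after the data were seen. All alternatives were run. Unless a value shows the cause of a change, the cause was not tested.

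The RNA-seq counts stayed within 1.5 times the main counts with DESeq2, RLE scaling, no filter and all 9 libraries in a single fit. Over these, *F*-cKO had 2005 to 2320 genes higher and 1583 to 2110 lower, and *M*-cKO 2633 to 3123 higher and 2065 to 2407 lower. DESeq2 called 3693 genes in *F*-cKO, 3321 of them shared with edgeR, and 4698 in *M*-cKO, of which 4543 were shared. The fits that each left out 1 library gave 984 to 1868 higher and 559 to 1606 lower in *F*-cKO, with the lowest counts without Ctrl replicate 3 and 1148 and 812 without *F*-cKO replicate 2. In *M*-cKO they gave 2048 to 2584 higher and 1498 to 2146 lower. *M*-cKO against *F*-cKO gave 1442 to 2342 higher and 1325 to 2224 lower, lowest without *F*-cKO replicate 2. Fewer libraries lower the power of each of these fits.

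Ribo-seq depended more on the processing. With DESeq2, *F*-cKO had 5 genes higher and 1 lower, *M*-cKO 1615 higher (1502 lower), *M*-cKO against *F*-cKO 173 higher and 27 lower, and 4 genes were shared by both knockouts. DESeq2 shared 2062 of its 3117 *M*-cKO genes with edgeR. With all 9 libraries in a single fit, 1 gene (*Fto*) was lower in *F*-cKO, and *M*-cKO kept 29 higher and 6 lower, so that 82.9% of the called genes were higher compared with 48.7% in the main analysis. That fit includes the *F*-cKO libraries, whose larger spread enters the test of *M*-cKO. The *M*-cKO counts stayed within 1.5 times with RLE scaling (1053 and 954), protein-coding genes only (1159 and 1068) and blank genes filled (961 and 1107), and *F*-cKO stayed at 0 under these. Leaving out 1 library gave 115 to 1303 higher and 62 to 1244 lower in *M*-cKO, lowest without Ctrl replicate 2 and highest without *M*-cKO replicate 3. The totals were 390 without Ctrl replicate 1, 177 without Ctrl replicate 2, 461 without Ctrl replicate 3, 880 without *M*-cKO replicate 1 and 1295 without *M*-cKO replicate 2, so each of these libraries moved the count by more than 1.5 times. In *F*-cKO these fits gave 0 higher and 0 to 1 lower (*Fto*, without replicate 2), and in *M*-cKO against *F*-cKO 0 to 5 higher and 0 lower. No gene was shared by both knockouts in any of them. With DESeq2 and 1 library less, *F*-cKO ranged from 1 to 629 higher and 1 to 473 lower, highest without *F*-cKO replicate 3, and *M*-cKO from 1033 to 1923 higher and 925 to 1844 lower, while 1 to 501 genes were shared.

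For TE, DESeq2 called 5 genes higher and 39 lower in *F*-cKO, and 527 higher and 510 lower in *M*-cKO, so the share of higher genes fell from 61.5% to 50.8%. RLE scaling gave 53.8%. Of the 1037 *M*-cKO genes, 383 were shared with edgeR. With 1 library less, *M*-cKO had 6 to 318 higher and 2 to 344 lower, and *F*-cKO 0. Without *M*-cKO replicate 3, 318 genes were higher and 344 lower, so the share of higher genes was 48%.

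High-TE and low-TE counts changed with the treatment of low values. With an FPKM of at least 1 there were 1225 and 2650 genes in Ctrl, 795 and 1817 in *F*-cKO, and 992 and 2454 in *M*-cKO. With pseudocount 1 there were 1239 and 2339, 1252 and 1683, and 1432 and 2337, and with protein-coding genes only 1798 and 3024, 1388 and 1938, and 1768 and 2887. With an FPKM of at least 1 and with protein-coding genes only, *M*-cKO had fewer high-TE genes than Ctrl. It had more with pseudocount 1, with pseudocount 0.1 (3997 against 3140) and with a distance from a TE of 1 (3872 against 2828), and the last 2 stayed within 1.5 times the main counts. Without 1 replicate, high-TE genes ranged from 3446 to 3649 in Ctrl, 2626 to 3515 in *F*-cKO and 3274 to 3696 in *M*-cKO, and low-TE genes from 4725 to 4863, 3320 to 4835 and 4524 to 4589.

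Without the 10 genes that hold most Ribo-seq counts, protein-coding genes took 96.6%, 95.16% and 92.27% in Ctrl, *F*-cKO and *M*-cKO, and noncoding genes and pseudogenes 2.854%, 4.015% and 6.952%. Without mitochondrial genes the shares did not move by more than the spread. Without 1 library they were 6.015% to 6.589%, 6.273% to 7.577% and 11.16% to 14.26% for noncoding genes and pseudogenes, and 92.87% to 93.59%, 91.5% to 92.82% and 84.87% to 88.11% for protein-coding genes.

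For the lists, DESeq2 gave 85 RGC genes and 44 IP genes higher in Ribo-seq *M*-cKO, and 1 IP gene higher in *F*-cKO. With all 9 libraries in a single fit, *M*-cKO had 0 RGC genes higher and 1 lower, and 0 IP genes in either direction. With DESeq2 and 1 library less, *F*-cKO had 0 to 108 RGC genes higher and 0 to 16 lower, and 0 to 63 IP genes higher and 0 to 4 lower, and *M*-cKO had 53 to 113 RGC genes higher and 32 to 62 IP genes higher. Without 1 library, RNA-seq RGC genes were 142 to 201 higher and 17 to 37 lower in *F*-cKO, and 120 to 157 and 49 to 65 in *M*-cKO, while IP genes were 92 to 131 and 5 to 19, and 78 to 108 and 27 to 37. In Ribo-seq *M*-cKO, RGC genes were 4 to 73 higher and 5 to 53 lower, and IP genes 3 to 45 and 0 to 22, lowest without Ctrl replicate 2, and *F*-cKO had 0. In camera with estimated correlation, the *P* value before adjustment rose to 0.0952 (RGC) and 0.0536 (IP) in RNA-seq *F*-cKO, 0.368 and 0.272 in RNA-seq *M*-cKO, and 0.21 and 0.287 in Ribo-seq *F*-cKO. In fry it was 0.0537 for RGC genes in RNA-seq *M*-cKO, and 0.173 and 0.204 for RGC and IP genes in Ribo-seq *F*-cKO.

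Whether the replicate numbers pair libraries across groups is not settled. Only 1 of 9 same-numbered pairs in RNA-seq and 4 of 9 in Ribo-seq had a correlation above 0.1. These correlations ranged from −0.144 to 0.163 and from −0.278 to 0.156. With 3 libraries per group they cannot exclude a pairing. With the replicate block, RNA-seq *F*-cKO had 1275 genes higher and 855 lower, Ribo-seq *M*-cKO 638 lower (681 higher), RGC genes were 25 lower in RNA-seq *F*-cKO and 32 higher in Ribo-seq *M*-cKO, and IP genes 8 lower in RNA-seq *F*-cKO and 13 lower in Ribo-seq *M*-cKO. The block uses up degrees of freedom, which lowers power.

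For single genes, 100 log2 fold changes gave 1166 alternative values. Of these, 1060 kept direction and side of the threshold, 71 were no longer past it, 31 were newly past it and 4 changed direction. The 4 are Ribo-seq *F*-cKO values without replicate 2, and over the fits with 1 library less the log2 fold changes ranged from −0.47 to 0.994 for *Gpm6a*, −0.213 to 1.592 for *Gpm6b*, −0.014 to 1.988 for *Epha4* and −0.323 to 1.656 for *Nrp1*. With all 9 libraries in a single fit, 15 of the 19 Ribo-seq *M*-cKO genes called in the main analysis were no longer called. Of 132 ratios to the Ctrl mean with 924 alternative values, 868 stayed within 1 SD and 56 moved further.

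Among the 10 possible splits of 6 libraries into groups of 3, the real split alone gave as many genes as it did for RNA-seq *F*-cKO, RNA-seq *M*-cKO, RNA-seq *M*-cKO against *F*-cKO, Ribo-seq *M*-cKO and TE *M*-cKO (1 of 10 each), where other splits gave at most 1 gene. For Ribo-seq *F*-cKO, Ribo-seq *M*-cKO against *F*-cKO and TE *F*-cKO, with 0 genes called, 10 of 10 splits gave as many. With 10 splits no share can be below 0.1.

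Depth and spread limit the Ribo-seq *F*-cKO and TE *F*-cKO results most. Of 100 genes changed 2-fold in simulated data, 3 and 17 were called. In those data few genes changed and each varied on its own, so the real rates can differ.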

Differences from the paper's values

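In Ribo-seq, the paper gives 638 differential mRNAs in *F*-cKO and 285 shared with *M*-cKO, and here 0 and 0 were called. None of the alternatives set before the data were examined came within 1.5 times either value. Of these, all 9 libraries in a single fit and the fit without *F*-cKO replicate 2 called 1 gene, *Fto*, and DESeq2 called 6 genes, of which 5 are among the paper's, and 4 shared genes. DESeq2 without *F*-cKO replicate 3, chosen after seeing the values, called 629 genes higher and 473 lower, including 574 of the paper's 638, and 501 genes shared with *M*-cKO.

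For RGC genes in Ribo-seq, the paper gives 65 higher and 11 lower in *F*-cKO, compared with 0 and 0 here, and none of the 12 alternatives set before the data were examined came within 1.5 times. For IP genes it gives 41 higher and 3 lower in *F*-cKO, compared with 0 and 0 here, and again none of the 12 did, although DESeq2 called 1 higher. DESeq2 without *F*-cKO replicate 3, chosen after seeing the values, called 108 RGC genes higher and 16 lower, and 63 IP genes higher and 4 lower. For RGC genes lower in *M*-cKO, the paper gives 71 and 46 were called here. DESeq2 (69), the fit without *M*-cKO replicate 3 (53) and protein-coding genes only (53) came within 1.5 times, and the other 9 alternatives did not.

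For TE levels, the paper gives 5450 high-TE mRNAs in *F*-cKO and 8071 in *M*-cKO, compared with 3402 and 4083 here, and none of the 8 alternatives came within 1.5 times. The paper gives 6183 low-TE mRNAs in *F*-cKO, compared with 4021 here. Without *F*-cKO replicate 2 (4835), with pseudocount 0.1 (4591) and with a distance from a TE of 1 (4836) the value came within 1.5 times, and the other 5 alternatives did not.

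The paper gives 29% of footprints on ncRNAs and pseudogenes in *M*-cKO, compared with 12.29% of counts on such genes here. In Fig. 4A the share is about 18% in Ctrl and about 22% in *F*-cKO, read by eye, compared with 6.294% and 7.069% here. None of the 5 alternatives came within 1.5 times. The counts here are assigned to whole genes.

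In Fig. 5D, E, the number of mRNAs with lowered TE in *M*-cKO is about 340, read by eye, compared with 156 here. DESeq2 (510) and the fit without *M*-cKO replicate 3 (344) came within 1.5 times, and the other 9 alternatives did not. For *F*-cKO the figure gives about 98 raised and about 320 lowered, read by eye, compared with 0 and 0 here. None of the 11 alternatives came within 1.5 times, although DESeq2 called 5 and 39.

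For the single genes below, the figure legends of the paper name Student's *t*-test between Ctrl and each knockout. That test was not run here. An adjusted *P* over all genes is a different threshold, so a gene not called here does not contradict the paper's test. The paper states that *Gpm6b*, *Ccnb1*, *Tcf4* and *Epha4* are downregulated in *M*-cKO Ribo-seq. Here they were lower but not past the threshold (adjusted *P* = 0.0551, adjusted *P* = 0.0958, adjusted *P* = 0.0526 and adjusted *P* = 0.102, edgeR). *Gpm6b* was called with DESeq2 and without *M*-cKO replicate 1, and *Tcf4* with DESeq2, with protein-coding genes only and without *M*-cKO replicate 3. None of the alternatives called *Ccnb1* or *Epha4*. The paper states that *Fto* is reduced in *F*-cKO Ribo-seq, and here it was not past the threshold except with DESeq2, with all 9 libraries in a single fit and without *F*-cKO replicate 2.

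The paper states that *Mettl16* is elevated in *M*-cKO Ribo-seq and that *Prrc2a* and *Ythdc1* are upregulated in *M*-cKO. Here *Mettl16* in Ribo-seq (adjusted *P* = 0.0589, edgeR) was called with DESeq2, with protein-coding genes only and without *M*-cKO replicate 2. *Prrc2a* was called in RNA-seq with DESeq2, with no filter, without Ctrl replicate 2 and without *M*-cKO replicate 2, and in Ribo-seq with DESeq2 and without *M*-cKO replicate 3. *Ythdc1* in RNA-seq was called without *M*-cKO replicate 3. The paper states that *Rbm15* is not significantly changed in *F*-cKO and that *Prrc2a* is upregulated in *M*-cKO but not in *F*-cKO, in particular in Ribo-seq. Both were called higher in *F*-cKO RNA-seq here (adjusted *P* = 0.0124 and adjusted *P* = 0.0156, edgeR), and neither in Ribo-seq. The paper assigns synaptic signaling to the downregulated genes of *F*-cKO and neurogenesis to those of *M*-cKO. Its Supplementary Tables list both terms for the downregulated genes of both knockouts, and neurogenesis also for the upregulated genes of both. Among downregulated genes, synaptic signaling had a smaller adjusted *P* than neurogenesis in the authors' GO analysis of *F*-cKO. In *M*-cKO both terms had the same value, so the paper's assignment follows the ranking in *F*-cKO only.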

Other observations

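Of the tests in this part, those of the 10 genes with most counts and of Supplementary Table S8, and the comparison of low-TE genes with Ctrl at equal numbers of libraries, were chosen after the results were seen.

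The larger number of genes called in Ribo-seq *M*-cKO than in *F*-cKO was tested against the larger spread of the *F*-cKO libraries. Without *F*-cKO replicate 2 the biological coefficient of variation fell from 0.379 to 0.204, below that of the *M*-cKO comparison, and 1 gene was called in *F*-cKO, fewer than in any fit without 1 *M*-cKO library. The spread due to that library is therefore not the whole cause of the difference.

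The higher number of high-TE genes in *M*-cKO than in Ctrl was tested against low RNA-seq values. Among all genes *M*-cKO exceeded Ctrl by 122, and among genes with an FPKM of at least 1 the difference was −233. The excess is thus not seen among genes with an FPKM of at least 1. With pseudocount 1 (1432 against 1239) and pseudocount 0.1 (3997 against 3140) *M*-cKO stayed above Ctrl.

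The lower number of low-TE genes in *F*-cKO than in Ctrl was tested against *F*-cKO replicate 2. Without it *F*-cKO had 4835 low-TE genes, 6.39% below the 5165 of Ctrl, beside a margin of 5% set in advance. At equal numbers of libraries, Ctrl with 1 replicate left out had 4725 to 4863, a range that holds 4835, while *F*-cKO without replicate 1 or 3 had 3628 and 3320. By the margin set in advance, whether that library alone gives the lower number cannot be told apart, although at equal numbers of libraries the lower number is not seen without it.

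In RNA-seq, *Xist* was between 0.184 and 374 CPM in *M*-cKO, 307 and 1020 in *F*-cKO, and 532 and 914 in Ctrl. The Y-linked gene *Ddx3y* was between 9.5 and 37.2 CPM in *M*-cKO, 21.4 and 30.4 in *F*-cKO, and 17.1 and 21.2 in Ctrl. All Ctrl and *F*-cKO libraries thus hold material of both sexes, and the mix of sexes differs between libraries. Among X-linked genes 28.9% were called in RNA-seq *M*-cKO and among autosomal genes 30.4%, and in *F*-cKO both shares were 22.2%. None of 5 Y-linked genes was called. The sexes therefore do not account for the called genes.

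The higher RGC and IP genes and lower synaptic genes in RNA-seq of both knockouts were tested against an earlier stage of the knockout embryos. The lowest *Hba-x* value among the 6 knockout libraries was 0.8939 CPM, beside a highest Ctrl value of 0.811, while *Hbb-bh1* had at most 5 counts in any library and was not usable. *Hbb-y*, which was not part of this test, was between 2.0 and 48.9 CPM in the knockout libraries and between 0.15 and 1.39 CPM in Ctrl, and was called in both knockouts (adjusted *P* = 0.0126 and adjusted *P* = 0.00707, edgeR). The mean of *Hba-x* was 3.54 CPM in *F*-cKO and 1.67 CPM in *M*-cKO, beside 0.535 CPM in Ctrl. It was called higher in both knockouts (adjusted *P* = 0.0258 and adjusted *P* = 0.015, edgeR). However, *Hbb-bh1* was not usable, and the lowest knockout value of *Hba-x* lies close to the highest Ctrl value. An earlier stage therefore cannot be told apart from embryos of equal stage by this test, and it stays open.

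The higher share of Ribo-seq counts on noncoding genes and pseudogenes in *M*-cKO was tested against the 10 genes with most counts. Without them the share was 6.952% in *M*-cKO and 2.854% in Ctrl, so these genes are not the whole cause.

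Supplementary Table S8 was compared with DESeq2 fits. For the *F*-cKO mRNAs, the median absolute difference in log2 fold change from the table was 0.0678 for DESeq2 without *F*-cKO replicate 3, 0.446 with all libraries and 0.394 to 0.791 without another library, and the correlation across genes for the first was 0.995. For the *M*-cKO mRNAs it was 0.0627 with all libraries. The copy of the list used here holds 1999 of the paper's 3000 *M*-cKO mRNAs. *F*-cKO replicate 3 may have been left out of that comparison in the paper, although its text does not say so.

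In Ribo-seq, the first principal component held 44% of the variance and placed *F*-cKO replicate 2 at −124 and the other 8 libraries between 5.68 and 23.8. The second held 24.6% and placed *M*-cKO between 15.9 and 71.1, *F*-cKO between −28.4 and −0.919, and Ctrl between −32.3 and −26.6. Correlations across genes were 0.941 to 0.993 within groups and 0.930 to 0.995 between groups.

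Genes of the immunostaining were also measured, and RNA is a different measure from the number of stained cells. In RNA-seq, *Sox2* (log2 fold change 0.45 in *F*-cKO and 0.90 in *M*-cKO), *Tbr1* (0.55 and 0.45) and *Mki67* (0.95 and 0.81) were called higher in both knockouts, and *Pax6* (0.71) and *Eomes* (0.61) in *F*-cKO. *Eomes* in *M*-cKO (0.23) was not called, and *Rbfox3* in *M*-cKO (0.27) was called higher. In Ribo-seq *M*-cKO, *Sox2* (1.12) and *Mki67* (0.79) were called higher.

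Medians of the other marker lists are given as log2 fold changes in RNA-seq *F*-cKO and *M*-cKO. They were −1.30 and 0.09 for meninges, −0.34 and −0.13 for epidermis, −0.18 and 0.01 for skeletal muscle, 0.44 and 0.97 for choroid plexus, 0.03 and −0.005 for endothelium, −0.31 and 0.10 for microglia, 0.39 and 0.97 for ganglionic eminence, 0.57 and 0.47 for thalamus, 0.04 and −0.39 for cartilage, 0.15 and 0.46 for excitatory neurons, 0.04 and 0.01 for proteins made at the endoplasmic reticulum, 0.14 and −0.08 for histones, 0.37 and 0.20 for Y-linked genes and −0.45 and −4.92 for *Xist*. The last is a mean of −11.783, −2.176 and −0.794 in *M*-cKO replicates 1, 2 and 3, and in edgeR the log2 fold change of *Xist* was −1.958 (adjusted *P* = 0.157). Liver markers were measured in Ribo-seq only, with −2.49 and −1.65. Choroid plexus markers in Ctrl libraries ranged more widely than these medians.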
